# Transcriptionally dynamic progenitor populations organised around a stable niche drive axial patterning

**DOI:** 10.1242/dev.168161

**Published:** 2019-01-02

**Authors:** Filip J. Wymeersch, Stavroula Skylaki, Yali Huang, Julia A. Watson, Constantinos Economou, Carylyn Marek-Johnston, Simon R. Tomlinson, Valerie Wilson

**Keywords:** Mouse, Neuromesodermal, Lateral and paraxial mesoderm, Notochord progenitors, Hox

## Abstract

The elongating mouse anteroposterior axis is supplied by progenitors with distinct tissue fates. It is not known whether these progenitors confer anteroposterior pattern to the embryo. We have analysed the progenitor population transcriptomes in the mouse primitive streak and tail bud throughout axial elongation. Transcriptomic signatures distinguish three known progenitor types (neuromesodermal, lateral/paraxial mesoderm and notochord progenitors; NMPs, LPMPs and NotoPs). Both NMP and LPMP transcriptomes change extensively over time. In particular, NMPs upregulate Wnt, Fgf and Notch signalling components, and many Hox genes as progenitors transit from production of the trunk to the tail and expand in number. In contrast, the transcriptome of NotoPs is stable throughout axial elongation and they are required for normal axis elongation. These results suggest that NotoPs act as a progenitor niche whereas anteroposterior patterning originates within NMPs and LPMPs.

## Abstract (precis)

**Summary:** During anteroposterior axis elongation, neuromesodermal and lateral mesoderm axial progenitors undergo dynamic transcriptomic change, while the adjacent notochord progenitors are stable and coordinate elongation.

## INTRODUCTION

The anteroposterior axis of the vertebrate embryo emerges in a head-to-tail sequence from a growth zone termed the primitive streak in early embryos, and the tail bud in later embryos. This region, located at the posterior tip of the embryo, continuously produces the spinal cord, notochord, paraxial and lateral/ventral mesoderm over the anteroposterior axis (reviewed by Henrique et al., 2015; Wilson et al., 2009). The progenitors of spinal cord and paraxial mesoderm (neuromesodermal progenitors or NMPs) arise just before the start of somitogenesis, and are maintained in the caudal lateral epiblast (CLE) and node-streak border (NSB) of the primitive streak region and the chordoneural hinge (CNH) of the tail bud until elongation ceases at around 65 somite pairs (s) in the mouse. Population and clonal analyses indicate that these cells behave as a stem cell population (Cambray and Wilson, 2007; Tzouanacou et al., 2009). Specifically, they can produce progenitors that remain in the primitive streak and tail bud, as well as differentiated paraxial mesoderm or neurectoderm. Furthermore, NMPs transplanted from late to early embryos can reset their identity to produce more anterior segments of the axis (Cambray and Wilson, 2002; McGrew et al., 2008). Despite this functional stem cell-like behaviour, there are intriguing temporal changes in gene expression throughout the progenitor region, likely including NMPs (Cambray and Wilson, 2007; Gomez et al., 2008; Olivera-Martinez et al., 2012), and a recent study comparing individual NMPs with their descendant mesoderm at two developmental stages shows that some temporal differences occur in NMPs themselves (Gouti et al., 2017). This suggests that, similar to other ‘stem cells’ in the embryo that produce distinct differentiated phenotypes over time, such as neural or neural crest stem cells (Temple, 2001; White et al., 2001), NMPs do not strictly self-renew. It is thus unknown whether NMPs, which act as stem cells, in fact contain temporal anteroposterior patterning information.

A number of studies have highlighted a crucial role for Hox genes in anteroposterior axial patterning (reviewed by Deschamps and van Nes, 2005; Mallo et al., 2009). The sequential activation of Hox genes from paralogous group (PG) 1 to PG13 in any of the four vertebrate clusters (HoxA-D), depending on their position within the cluster, is a canonical property of Hox genes, termed temporal collinearity. Temporal collinearity has been demonstrated *in vitro* (Lippmann et al., 2015), and for a minority of mouse Hox genes *in vivo* (Izpisua-Belmonte et al., 1991; Soshnikova and Duboule, 2009; Tschopp et al., 2009). For those few that have been studied in detail, activation begins at the posterior primitive streak and spreads anteriorly (Forlani et al., 2003; Iimura and Pourquié, 2006). However, the spatiotemporal expression of most Hox genes in the mouse progenitor region, and specifically their expression in known progenitor types, remains unclear.

Two further populations of axial progenitors have been described, but characterised in less detail. Notochordal progenitors, which we term here ‘NotoPs’, are also retained for relatively long periods during axial elongation, in the ventral layer of the node at the anterior end of the primitive streak (Beddington, 1994; Wilson and Beddington, 1996). Although a comprehensive temporal fate map of the lateral plate mesoderm (LPM) has not been reported, fate maps at individual stages show that anterior and trunk LPM progenitors (LPMPs) are present in the primitive streak prior to somitogenesis (Castillo et al., 2016; Kinder et al., 1999; Smith et al., 1994; Taguchi et al., 2014). The posteriormost LPM, forming the peri-cloacal mesenchyme, is derived from LPMPs in the early somite-stage primitive streak (Cambray and Wilson, 2007; Wymeersch et al., 2016). The LPM (and potentially also its progenitors) provides important signals that regulate the transition from production of the trunk to the tail. Interestingly, signalling from NMPs to LPMPs may be important for sustaining and patterning the LPMP population (Aires et al., 2016; Jurberg et al., 2013). Aside from this interaction, however, the interplay between different progenitors as axis elongation proceeds is not clear.

Thus, despite an accumulating body of information, it still remains obscure: (1) when, and in which cells, do known patterning events, such as Hox acquisition, take place; and (2) what interactions occur between different axial progenitor populations?

To answer these questions, we determined the spatiotemporal transcriptome for axial progenitors throughout axis elongation. We find that NMPs, LPMPs and NotoPs show distinct expression profiles, whereas NMPs are similar to their immediate mesoderm-committed descendants. Furthermore, we show transcriptional changes occur in LPMPs and NMPs over time; in the latter, the major change occurs between early somitogenesis and completion of trunk morphogenesis. We also present evidence that NotoPs are a stable integrator of the behaviour of these progenitors.

## RESULTS

### Temporal differences in transcriptome predominate over progenitor identity

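RNA of 16 microdissected regions of mouse embryos was amplified and hybridised to Illumina MouseWG-6 v2.0 BeadChips, arrays on which beads carry a probe for each transcript and the brightness of the beads measures its amount. At E7.5, the anterior (A), posterior (P) and proximal posterior (PP) regions were taken. The E8.5 regions were the rostral node (RN), the node-streak border (NSB), the caudal lateral epiblast (CLE), and the rostral (St1) and caudal (St5) ends of the primitive streak. From the tail bud, the chordoneural hinge (CNH) was taken on each day from E9.5 to E13.5, and the tissue posterior to it (P-CNH) from E9.5 to E11.5. E7.5 A, NSB, CLE and E11.5 CNH had 3 replicate arrays and the other 12 regions had 2, which made 36 arrays. Each array held RNA pooled from between 6 and 74 dissected pieces.

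The authors deposited 1 table with the mean bead intensity of 45281 probes on each array, on a linear scale, and a detection p-value of each probe against the negative-control beads of its array. The array background is still in these intensities, and neither a normalisation between arrays nor a batch correction has been applied. Intensities were background corrected by the normexp method (offset of 16), quantile normalised and log2 transformed with limma's neqc function. The 21712 probes with a detection p-value under 0.01 on at least 1 array were tested. The arrays fell into 3 batches of 12 arrays. Batch 1 held every array of RN, St1, St5, E10.5 CNH and E10.5 P-CNH together with NSB replicates 1 and 2, and only NSB replicate 3 tied it to the other batches. Batch was therefore fitted in the limma model as a term beside region, so that its error enters each comparison made across batches. A probe was called a differentially expressed gene (DEG) at a Benjamini-Hochberg adjusted p of at most 0.05, computed within each comparison, and a fold change of at least 1.5. Probes were counted, and for a gene with several probes the probe with the highest mean intensity is given. Log2 differences come from the model and are adjusted for batch, whereas the group means are means over arrays as normalised, so that their difference can depart from the log2 difference. Where a probe was detected on no array of a group, the fold change is a lower bound against the dimmest detected probe of each array. Besides this model, a ComBat-type adjustment, which removes batch differences before the fit, was tried without and with the regions as covariates, among other alternatives. Of these, the fits to the 12 arrays of batch 1 alone and with the number of detected probes as a covariate were chosen after the values were seen.

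The signal of the detected probes over the background ranged from 7.09 to 8.91 (median 7.75) in batch 1, from 2.17 to 9.72 (median 3.91) in batch 2 and from 2.20 to 12.9 (median 5.44) in batch 3. Between 15481 and 16256 probes were detected per array in batch 1 (median 15875), between 11062 and 15388 in batch 2 (median 13803.5) and between 10814 and 16241 in batch 3 (median 14697). The arrays with the fewest detected probes were E13.5 CNH replicate 2, CLE replicate 1, E11.5 P-CNH replicate 1 with 12280, CLE replicate 2 with 12289 and E7.5 P replicate 1 with 13073. Pearson correlations between replicate arrays, taken across probes, which are not independent replicates, ranged from 0.858 in E13.5 CNH to 0.997 in E9.5 CNH. The number of arrays per region limits the precision of every value.

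**Figure D1:**
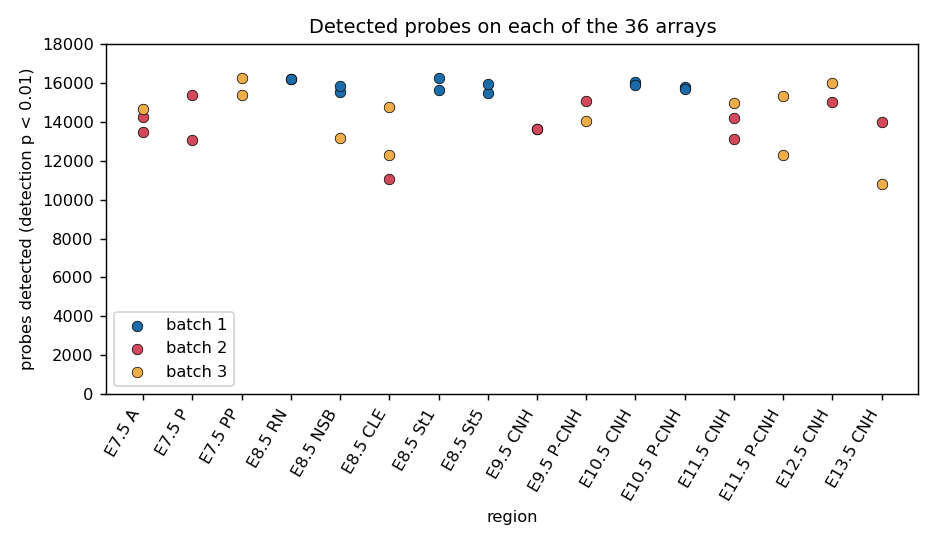
Number of probes detected (detection p-value under 0.01) on each of the 36 arrays, with 1 dot per array, by region and coloured by batch. All arrays of batch 1 lie between 15481 and 16256 probes, whereas the lowest arrays, E13.5 CNH replicate 2 with 10814 and CLE replicate 1 with 11062, belong to batches 3 and 2.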

We collected RNA of microdissected embryonic regions according to Fig. 1A, and performed Illumina microarray hybridisation detecting ∼45,000 transcripts. Samples corresponded to regions of known or expected differential fate in and around the primitive streak and tail bud (Table 1; Fig. 1; Materials and Methods). Importantly, although each sample contained a mixture of cell types (Fig. S1A), comparison of samples containing target and non-target cell types allowed us to extract gene expression signatures in cell types of interest. To validate the accuracy and reproducibility of dissection, we performed qRT-PCR on a series of markers with known regional expression on independently dissected regions of the primitive streak (Fig. S1B). We also performed *in situ* hybridisation on primitive streak/tail buds from E9.5-13.5 for known markers (Fig. S2). These analyses showed, in all cases examined, similarity between the intensity values in the microarray analysis and the corresponding independently validated measurements.

**Fig. 1.**
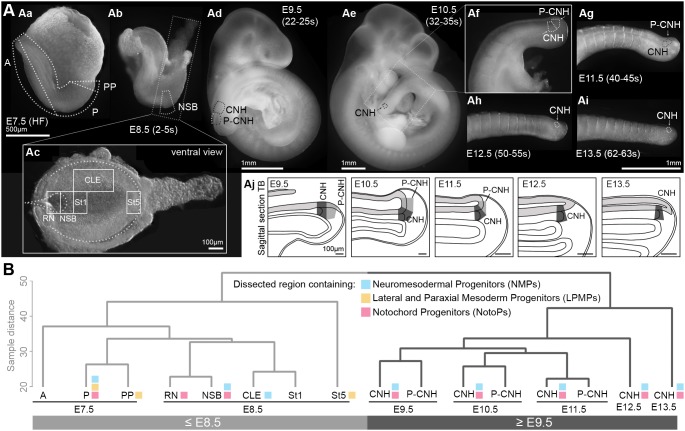
**Microarray analysis of primitive streak and tail bud regions.** (A) Schema of dissected embryonic regions. (Aa) In headfold (HF) stage embryos, three regions were isolated: A, anterior; P, posterior; PP, proximal posterior. (Ab) At E8.5 (2-5 s), five regions were isolated as shown in Ac: RN, rostral node; NSB, node-streak-border; St1, rostral 1/5 of the streak; St5, caudalmost 1/5 of the streak; CLE, caudal lateral epiblast beside the rostral 3/5 length of the streak. (Ad-i) The chordoneural hinge (CNH) was dissected in E9.5-E13.5 tail buds. The region just posterior to the CNH (P-CNH) was dissected in E9.5-E11.5 embryos. (Aj) Schema of tail bud (TB) sections with the dissected domains. (B) Unsupervised hierarchical clustering of all samples. Coloured squares highlight the progenitors present in the samples: NMPs (blue), LPMPs (yellow) and NotoPs (pink).

**Table 1.**
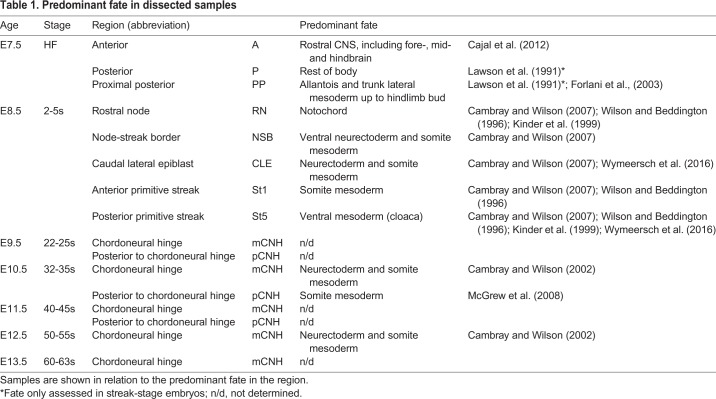
**Predominant fate in dissected samples**

We performed unsupervised hierarchical clustering on all samples, expecting separation into fate-based clusters: NMP-containing (NSB, CLE and CNH), exclusively mesoderm-fated NMP descendants (St1, P-CNH) and LPMP-containing regions (E7.5 PP and E8.5 St5). Unexpectedly, NMP regions were more related to their contemporary non-NMP neighbours than to NMP-containing samples at other stages. This suggests that NMPs are not highly transcriptionally divergent from their immediate mesoderm-committed descendants in the primitive streak and tail bud, and that, instead, embryonic age constitutes a distinct transcriptomic signature in NMPs and their descendants. Moreover, samples formed two major clusters: an early group corresponding to stages up to E8.5 and a late group composed of samples from E9.5 onwards. 

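Samples were clustered by average linkage on the root mean square difference between the fitted log2 means of 2 regions over all tested probes. NSB lay nearest RN (0.247) and CLE nearest St1 (0.555). In the tail bud, the nearest sample was the contemporary P-CNH for E9.5 CNH (0.395), E10.5 CNH (0.293) and E11.5 CNH (0.414). Thus each of these 5 NMP-containing regions lay nearest a sample of its own stage. NSB and RN share batch 1, as do E10.5 CNH and P-CNH, whereas distances across batches also contain error of the batch term. The batch layout therefore favours this outcome for NSB and E10.5 CNH. For E12.5 CNH, which had no contemporary sample, E11.5 CNH was nearest (0.436), and for E13.5 CNH it was E11.5 P-CNH (0.705). On the same scale, replicate arrays of a region lay between 0.197 (E9.5 CNH) and 1.34 (E13.5 CNH) apart. In 10 of the 16 regions, a pair of replicate arrays, as normalised and without adjustment for batch, lay further apart than the region from its nearest sample. Of the 5 regions nearest their own stage these were 3, namely NSB (replicates 0.241 to 0.966 apart, in 2 batches), CLE (1.02 to 1.25) and E11.5 CNH (0.667 to 0.915). The count of 5 regions fell to 4 with no batch term in the model and with the BeadChip as a random block in place of the batch term. It also fell to 4 without CLE replicate 2, E11.5 P-CNH replicate 1 or 2, E13.5 CNH replicate 1 or 2, or E11.5 CNH replicate 2.

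**Figure D2:**
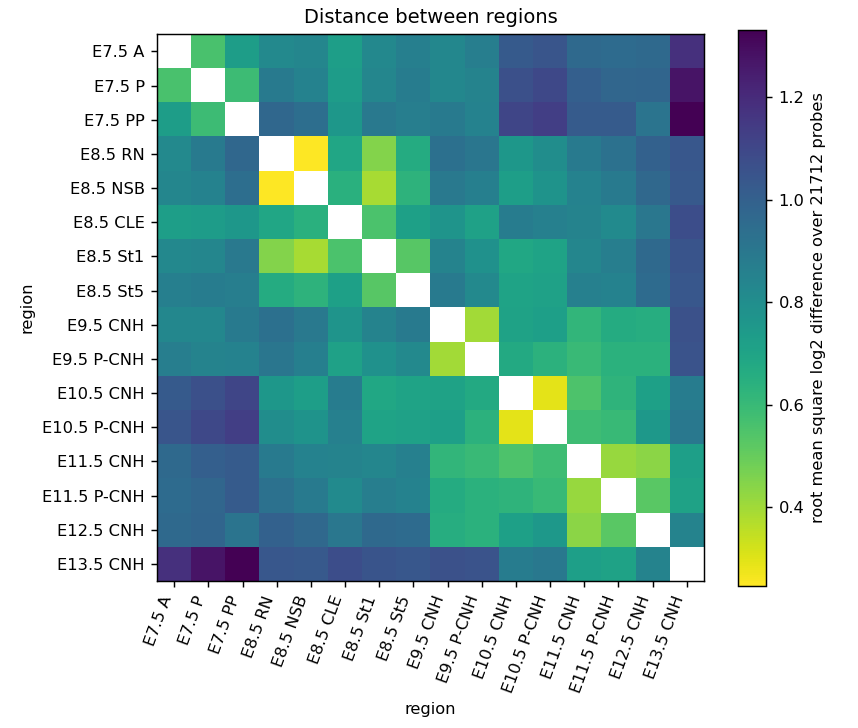
Root mean square difference in log2 intensity between each pair of the 16 regions over 21712 probes, as a heatmap with both axes in order of stage. The smallest values lie between NSB and RN (0.247) and between E10.5 CNH and E10.5 P-CNH (0.293), and E13.5 CNH lies at least 0.705 from every other region.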

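Between NMP-containing regions of different stages, the distance from NSB was 0.892 to E9.5 CNH, 0.726 to E10.5 CNH, 0.851 to E11.5 CNH, 0.966 to E12.5 CNH and 1.03 to E13.5 CNH. From CLE it was 0.770 to E9.5 CNH and 0.875 to E10.5 CNH. Within the tail bud, E10.5 CNH lay 0.709 from E9.5 CNH and 0.549 from E11.5 CNH. The distance between NSB and E10.5 CNH compares arrays of batch 1 alone. The other distances also contain error of the batch term. Those of E10.5 CNH from CLE and from E9.5 and E11.5 CNH cross between batch 1 and the others, and the rest use arrays of batches 2 and 3 alone, for NSB its replicate 3. From the grouping by stage, the paper proposes that NMPs differ little in their transcriptome from their immediate mesoderm-committed descendants, and that embryonic age gives both a distinct signature.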

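In the clustering by average linkage, the E8.5 regions joined the tail bud regions from E9.5 to E12.5 at a height of 0.840, the E7.5 regions followed at 0.918, and E13.5 CNH joined last at 1.01. A division of this tree into 2 clusters therefore set E13.5 CNH apart from all others, and 9 of the 16 regions lay on the side of their stage group, up to E8.5 or from E9.5 onwards. All 16 of 16 did so without background correction, with an offset of 100, with cyclic loess normalisation, with a ComBat-type adjustment without covariates, with the BeadChip as a random block, with probes detected on every array of a region, with complete linkage, and with the number of detected probes as a covariate. The number was 10 with no batch term. With 1 array left out it was 16 without E12.5 CNH replicate 2, E11.5 CNH replicate 3, E9.5 P-CNH replicate 2, E13.5 CNH replicate 2 or PP replicate 1. It was 11 without E7.5 A replicate 3 and 10 without E11.5 P-CNH replicate 2.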

Within the ‘early’ grouping, the transcriptome of St5 was most divergent from other samples (Fig. 1B).

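Among the 8 regions up to E8.5, the mean distance to the other 7 was 0.735 for St5. It was larger for E7.5 PP (0.821), A (0.765) and P (0.760), and smaller for CLE (0.688), RN (0.675), NSB (0.648) and St1 (0.639). St5 had the largest of these distances with a ComBat-type adjustment without covariates (0.674) and under no other alternative. Among the 5 E8.5 regions, the mean distance to the other 4 was 0.635 for St5 and 0.651 for CLE. Their order was reversed without background correction (0.438 and 0.433), with an offset of 100 (0.410 and 0.395), with cyclic loess normalisation (0.620 and 0.517) and with a ComBat-type adjustment without covariates (0.728 and 0.521), and the distances were equal to 3 digits with probes detected on every array of a region (0.672). In the tree, St5 joined the group of RN, NSB and St1 at a height of 0.608.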

### Analysis of differential expression at E8.5 reveals spatial domains corresponding to progenitor subpopulations

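Each of the 5 regions at E8.5 was compared with each of the others in limma, and a probe was counted as a unique DEG of a region when it was called in the same direction against all 4 others. The median standard error of a log2 difference was 0.359 between RN, NSB, St1 and St5, 0.420 between NSB and CLE, and 0.553 between CLE and RN, St1 or St5. In RN, 13 probes were unique and higher and 3 unique and lower. The total of 16 fell to 5 without NSB replicate 2, to 6 without NSB replicate 1 or RN replicate 1, and to 10 without RN replicate 2. It reached 24 at most when another array was left out.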

To investigate transcriptomic differences in known fated regions at E8.5, we first analysed differentially expressed genes (DEGs; fold change (FC)≥1.5, *P*≤0.05) between different E8.5 samples (Fig. 2A). Consistent with the clustering analysis, St5 was most divergent from the other E8.5 samples, with over 300 unique DEGs. 

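In St5, 154 probes were unique and higher and 53 unique and lower, a total of 207, against 16 in RN, 14 in CLE, 3 in NSB and 0 in St1. Isl1 reached 10.51 ± 0.23 (SD, n = 2) in St5 and 5.78 ± 0.59 (SD, n = 2) in RN, its nearest region, a log2 difference of 4.73 (SE 0.304, adjusted p = 3.05e-10). For LOC100042514 the smallest of the 4 differences was 5.44 (SE 0.475, adjusted p = 3.11e-08). Among the lower probes, Fgfbp3 had a mean of 5.90 ± 0.42 (SD, n = 2) in St5 and 10.90 ± 0.34 (SD, n = 2) in St1, a log2 difference of -5.0 (SE 0.677, adjusted p = 4.69e-05). Hes3 was detected on neither St5 array and was at least 9.12-fold lower than in St1 (adjusted p = 0.00178), and Wnt8a differed by -3.52 (SE 0.356, adjusted p = 3.31e-07) from NSB. The alternative that moved the total of 207 most was a comparison with the mean of the other 4 regions together, which gave 1187. With 1 array left out, the total lay between 104 and 230. It was 104 without St5 replicate 2, 117 without NSB replicate 1 and 125 without NSB replicate 2.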

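Tbx4 (probe ILMN_1253515) had a mean log2 intensity of 11.90 ± 0.32 (SD, n = 2) in St5 and 5.91 ± 1.15 (SD, n = 10) over the arrays of the other E8.5 regions, a log2 difference of 5.36 (SE 0.235, adjusted p = 1.07e-12). Bmp4 (probe ILMN_1215252) reached 11.79 ± 0.17 (SD, n = 2) in St5 and 8.70 ± 1.06 (SD, n = 10) elsewhere, a difference of 3.38 (SE 0.389, adjusted p = 2.54e-06). Tbx3 was higher in St5 by 5.11 (SE 0.641, adjusted p = 8.62e-06) and Hhex by 2.06 (SE 0.259, adjusted p = 8.62e-06). Cdh5 was detected on both St5 arrays and on none of the others, and was at least 2.82-fold higher in St5 (adjusted p = 2.78e-05). Flt1 was higher by 2.12 (SE 0.396, adjusted p = 0.00102). Against each region singly, Tbx3, Tbx4, Hhex and Cdh5 were called against 4 of 4 regions. Bmp4 and Flt1 were called against 3 of 4, with a difference from CLE of 2.44 (adjusted p = 0.0828) for Bmp4 and 1.90 (adjusted p = 0.284) for Flt1.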

Upregulated genes included expected markers of the posterior streak (e.g. *Bmp4*, *Cdh5*, *Flt1*, *Hhex*, *Tbx3* and *Tbx4*) (Fong et al., 1996; Fujiwara et al., 2002; Naiche et al., 2011; Scialdone et al., 2016; Thomas et al., 1998). 

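Wnt5b was higher in St5 than in the mean of the other E8.5 regions by 1.13 (SE 0.271, adjusted p = 0.0107), a call that was lost without E8.5 St5 replicate 1 (1.13) or without E8.5 St5 replicate 2 (1.13). The log2 differences of St5 from that mean were 0.42 (adjusted p = 0.924) for Fgf8, 0.42 (adjusted p = 0.932) for Fgf17 and 0.45 (adjusted p = 0.415) for Wnt3a, none of them called. That mean includes RN, where these genes were low. Against each region singly, Fgf8, Fgf17 and Wnt3a were called higher in St5 than in RN alone and lay below St1 by -0.71 (adjusted p = 0.666), -0.80 (adjusted p = 0.481) and -0.64 (adjusted p = 0.279), which were not called. Fgf8 had a mean of 11.34 ± 0.19 (SD, n = 2) in St5 and 11.31 ± 1.25 (SD, n = 10) over the other arrays. In RN, all 4 were lower than in the mean of the other regions. Fgf8 (probe ILMN_2721370) reached 9.25 ± 0.02 (SD, n = 2) in RN and differed by -2.20 (SE 0.324, adjusted p = 0.000133), and Fgf17 by -2.11 (SE 0.324, adjusted p = 0.000204). Wnt3a had a mean of 9.98 ± 0.26 (SD, n = 2) in RN and 12.87 ± 0.29 (SD, n = 10) elsewhere, and was called lower against each region singly, the smallest of these differences being -2.70. Wnt5b differed in RN by -1.33 (SE 0.271, adjusted p = 0.00504), which was not called without E8.5 RN replicate 1 (-1.19).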

Genes regarded as markers of the primitive streak excluding node and notochord (e.g. *Fgf8*, *Fgf17*, *Wnt3a* and *Wnt5b*) were depleted in St5, underlining its distinct character from the rest of the streak (Cambray and Wilson, 2007; Maruoka et al., 1998; Takada et al., 1994). 

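The probe of Cer1 with the higher mean intensity (ILMN_2884751) was detected on 1 of 2 RN arrays and on none of the 10 other E8.5 arrays. Its log2 difference of RN from the mean of the other regions was 0.78 (SE 0.204, adjusted p = 0.0441). Both sides lay close to the detection limit, so that no fold change is given. The call was lost without background correction (0.35), with an offset of 100 (0.28), without E8.5 St1 replicate 1 (0.76), without E8.5 NSB replicate 1 (0.73), without E8.5 RN replicate 1 (0.48), without E8.5 St5 replicate 2 (0.73), without E8.5 St1 replicate 2 (0.80) or without E8.5 NSB replicate 2 (0.83). Against single regions this probe was not called. The other probe of Cer1 (ILMN_2775793) was among the unique probes of RN and higher by 2.06 (SE 0.218, adjusted p = 1.63e-06). Outside the markers, the unique probes of RN that differed most from their nearest region were 1700011H14Rik, with 9.08 ± 0.22 (SD, n = 2) in RN and 6.48 ± 0.32 (SD, n = 3) in NSB (2.78, SE 0.329, adjusted p = 0.00018) and Tmem132e (2.39, SE 0.39, adjusted p = 0.00728). The 3 probes unique and lower in RN were those of Wnt3a, Evx1 and 5033414K04Rik.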

Genes specifically upregulated in the RN included markers of emergent notochord, such as *Cerl* (Belo et al., 1997). 

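Olig3 had a mean log2 intensity of 9.20 ± 0.02 (SD, n = 2) in RN and 6.30 ± 0.93 (SD, n = 10) over the other E8.5 arrays, a difference of 3.22 (SE 0.248, adjusted p = 1.27e-08), and was called against 4 of 4 regions. Meox1 had 9.38 ± 0.46 (SD, n = 2) in RN and 7.12 ± 1.28 (SD, n = 10) elsewhere, a difference of 2.54 (SE 0.405, adjusted p = 0.00034). It was called against 3 of 4 regions, and its difference from NSB was 0.84 (adjusted p = 1). A list of 7 blood transcripts was also higher in RN than in the other regions, with a median difference of 1.67 (fry, adjusted p = 0.00975 over 13 list tests), 7 of 7 higher and 3 called.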

Markers of neural (e.g. *Olig3*) and somite (e.g. *Meox1)* differentiation were also enriched, consistent with the inclusion of emerging neurectoderm and incipient somites as minor cell populations expected in this sample (Fig. S1A). 

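In CLE, 14 probes were unique and lower. In fitted values, the probe that differed most from its nearest region was that of Sox17 (probe ILMN_2747986). Sox17 was detected on none of the 3 CLE arrays, so that this rank rests on values below the detection limit. Its mean log2 intensity was 4.99 ± 0.36 (SD, n = 3) in CLE and 8.76 ± 0.31 (SD, n = 9) over the other E8.5 arrays, so that it was at least 4.63-fold lower (adjusted p = 7.87e-07). A separate probe of Sox17 was among the 14 as well. Ctsh (probe ILMN_2872058), also undetected in CLE, had 5.18 ± 0.19 (SD, n = 3) in CLE and 7.52 ± 0.62 (SD, n = 9) elsewhere and was at least 1.96-fold lower (adjusted p = 0.000924). Rhox5 differed from RN by -2.68 (SE 0.656, adjusted p = 0.0371). With cyclic loess normalisation neither Sox17 (-2.82) nor Ctsh (-2.15) was called. In CLE, a list of 7 visceral endoderm transcripts was lower in 7 of 7 genes, with a median difference of -1.30 (fry, adjusted p = 0.0375), and a list of 7 blood transcripts in 6 of 7, with a median of -1.80 (fry, adjusted p = 0.0375). The count of 14 fell to 3 without NSB replicate 1, 4 without St1 replicate 1, 5 without NSB replicate 2, 6 without St1 replicate 2, 7 without RN replicate 1 or 2 or St5 replicate 1, and 9 without St5 replicate 2.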

Two endoderm markers, *Sox17* and *Ctsh* (Chen et al., 2013; Kanai-Azuma et al., 2002), were specifically downregulated in the CLE, consistent with the dissection of endoderm away from the CLE. *Tbx6*, a known marker of the primitive streak midline and paraxial mesoderm determinant, and *Dll1*, a known target of *Tbx6* (White and Chapman, 2005), were the only genes showing enrichment in St1, reflecting the paraxial mesoderm fate of this region (Cambray and Wilson, 2007).

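No probe was unique to St1 in limma, in either direction, and 8 were higher and 6 lower at an unadjusted p under 0.05. Without CLE replicate 1, 1 probe was unique to St1. Tbx6 (probe ILMN_1249014) reached 11.78 ± 0.08 (SD, n = 2) in St1 and 10.54 ± 0.68 (SD, n = 10) over the arrays of the other E8.5 regions, a log2 difference from their mean of 1.14 (SE 0.251, adjusted p = 0.0411). It was called against 2 of 4 regions singly. The call against the mean was lost with cyclic loess normalisation (1.18), without E8.5 St5 replicate 1 (1.13), without E8.5 St1 replicate 1 (1.08), without E8.5 NSB replicate 1 (1.24), without E8.5 St5 replicate 2 (1.15), without E8.5 St1 replicate 2 (1.20), without E8.5 NSB replicate 2 (1.04) or without E8.5 RN replicate 2 (1.03). Dll1 (probe ILMN_2721188) had 9.63 ± 0.29 (SD, n = 2) in St1 and 8.42 ± 0.51 (SD, n = 10) elsewhere. Its difference of 1.24 (SE 0.619, adjusted p = 1) was not called, nor was any of its 4 differences from single regions. With a ComBat-type adjustment without covariates, Dll1 was called against the mean (2.0).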

**Fig. 2.**
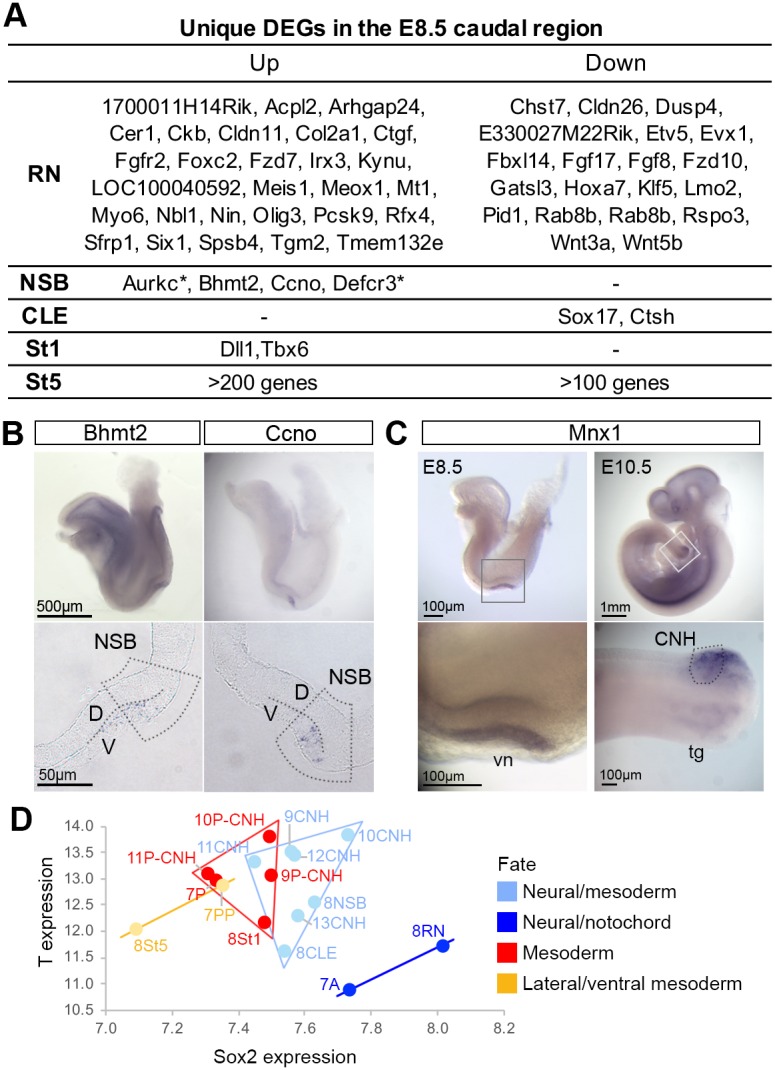
**Spatial analysis of the primitive streak region.** (A) Unique DEGs to each E8.5 region (≥1.5-fold change compared with other samples; for unique DEGs in St5, see Table S1). Asterisk indicates that no specific *in situ* probe could be constructed. (B) *Bhmt2* and *Ccno* expression in the ventral (V) but not dorsal (D) NSB layer. (C) Whole-mount *in situ* hybridisation for *Mnx1*. tg, tail gut; vn, ventral node. (D) *Sox2* versus *T* intensity values for all samples. Abbreviations are preceded by embryo age; colours indicates fate. Regions of similar fate are enclosed by a coloured line.

The above data provide broad validation of the microarray datasets and suggest that they are appropriate for a search for uniquely enriched transcripts in E8.5 NMPs. Nevertheless, no uniquely upregulated genes were detected in the CLE. 

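No probe was unique and higher in CLE in limma, and 130 were at an unadjusted p under 0.05. Of the alternatives, a ComBat-type adjustment that kept the regions as covariates gave 268 such probes, no batch term 75, no filter on detection 8, the BeadChip as a random block 6, only the E8.5 arrays 5, the number of detected probes as a covariate 2, and a ComBat-type adjustment without covariates 1.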

Only four genes were upregulated specifically in the NSB. 

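In NSB, 3 probes were unique and higher and 0 unique and lower in limma, with 24 and 0 at an unadjusted p under 0.05. Ccno (probe ILMN_2736471) had a mean log2 intensity of 9.59 ± 0.17 (SD, n = 3) in NSB and 6.24 ± 1.13 (SD, n = 9) over the other E8.5 arrays. It differed from St5, its nearest region, by 2.08 (SE 0.343, adjusted p = 0.000223), and from the mean of the other regions by 3.15 (SE 0.232, adjusted p = 2.78e-09). Cyp2d26 was not detected in RN, its nearest region, and was at least 1.22-fold higher in NSB (adjusted p = 0.0229). The remaining probe, C030009J22Rik, is named here after its values were seen. Bhmt2 (probe ILMN_2651019) had 9.39 ± 0.22 (SD, n = 3) in NSB and 7.77 ± 1.15 (SD, n = 9) elsewhere, a difference of 1.45 (SE 0.361, adjusted p = 0.0293). Singly it was called against none of the 4 regions, except with a ComBat-type adjustment without covariates, which placed it among the probes unique to NSB. Its difference from St5 was 0.86 (adjusted p = 0.822). The call of Bhmt2 against the mean was lost with no batch term (1.48), without a filter on detection (1.45), without E8.5 St5 replicate 1 (1.44), without E8.5 St1 replicate 1 (1.41), without E8.5 NSB replicate 1 (1.54), without E8.5 RN replicate 1 (1.42), without E8.5 St5 replicate 2 (1.45) or without E8.5 NSB replicate 2 (1.36). The count of 3 fell to 1 without background correction, with the stricter filter on detection, and without RN replicate 1 or 2 or NSB replicate 1 or 2. It was 9 with a ComBat-type adjustment without covariates, 6 with one that kept the regions as covariates, and 5 with the BeadChip as a random block.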

*In situ* hybridisation for those for which unique probes could be designed, *Bhmt2* and *Ccno*, confirmed their specific localisation in the NSB (Fig. 2B). However, their expression was confined to the ventral layer corresponding to the crown of the node, rather than to the NMP-containing dorsal layer. The levels of known NMP markers *T* and *Sox2* correlated well with protein levels measured by immunofluorescence, underlining the accuracy of dissection (Wymeersch et al., 2016) (Fig. 2D). Specifically, levels of *Sox2* correlated with neural fate in the sample, whereas levels of *T* reflected its high expression in the notochord and posterior streak, as well as anterior streak midline (Wymeersch et al., 2016). However, we found no significantly upregulated transcripts in both NSB and CLE, the two NMP-containing areas. 

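Sox2 (probe ILMN_2656102) had a mean over arrays, not adjusted for batch, of 8.05 ± 0.12 (SD, n = 2) in RN, 7.34 ± 0.04 (SD, n = 2) in St1, 6.94 ± 1.22 (SD, n = 3) in NSB, 6.88 ± 0.51 (SD, n = 3) in CLE and 5.30 ± 0.27 (SD, n = 2) in St5. In the model with the batch term, RN lay below CLE by -0.59 (SE 0.931, adjusted p = 1), which was not called, so that the order of these regions was not settled. It was detected on neither St5 array and was at least 2.96-fold lower there than in the other regions (adjusted p = 0.00237), a call that was lost with no batch term (-2.01) or without E8.5 St5 replicate 2 (-2.43). The difference of RN from the other regions, 0.82 (SE 0.532, adjusted p = 1), was not called, and was called when all probes of Sox2 were averaged (1.21). T (probe ILMN_1244340) had means between 11.87 ± 0.73 (SD, n = 3) in CLE and 12.78 ± 0.24 (SD, n = 3) in NSB, with 12.17 ± 0.23 (SD, n = 2) in RN and 12.39 ± 0.08 (SD, n = 2) in St5. Its differences from the other regions were -0.10 (adjusted p = 1) in RN and 0.17 (adjusted p = 1) in St5. The difference in RN was 0.06 without RN replicate 1, 0.006 without NSB replicate 2 and 0.04 without CLE replicate 3. The difference in St5 was -0.06 with a ComBat-type adjustment without covariates. The protein values with which the paper compares these levels are not in the deposited table.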

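No probe was called higher in both NSB and CLE against each of RN, St1 and St5 in limma, and 0 were at an unadjusted p under 0.05. Lower in both were 0 probes, and 1 at an unadjusted p under 0.05. The count stayed at 0 under each alternative processing and with each array left out for which it could be computed. Against the mean of RN, St1 and St5, the mean of NSB and CLE differed by -0.23 (SE 0.513, adjusted p = 1) for T and 1.25 (SE 0.607, adjusted p = 1) for Sox2. T changed its direction with a ComBat-type adjustment without covariates (0.31), and Sox2 was called with a ComBat-type adjustment that kept the regions as covariates (1.22).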

Last, we examined the expression of another candidate NMP marker, *Mnx1* (Harrison et al., 1999) (Fig. 2C), which was expressed in the ventral node region at E8.5, but expressed in the E10.5 CNH, making it a potential late NMP marker. Thus, despite the identification of genes with both known and novel differential expression in LPMPs and NotoPs, our analysis did not identify single genes specifically enriched in all NMP-containing areas, either due to a lack of unique markers or because these were below threshold detection levels.

The regional expression of signalling molecules in the analysis above led us to systematically examine the spatial localisation of signalling pathway activity at E8.5. We analysed the Kyoto Encyclopedia of Genes and Genomes (KEGG; Kanehisa et al., 2016) components of the Wnt, Notch, retinoic acid (RA), Nodal, Hedgehog and BMP signalling pathways, which are active in the primitive streak and also involved in axial patterning (reviewed by Wilson et al., 2009). Hierarchical clustering of DEGs belonging to these signalling pathways (≥1.5FC across E8.5 samples) showed three broad domains where signalling molecules were expressed (Fig. 3A): (1) the RN and NSB; (2) the NSB, CLE and St1; and (3) St5. The RN-NSB domain was uniquely characterised by Shh pathway member upregulation, whereas the NSB-CLE-St1 domain showed upregulation of Notch pathway members. 

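Shh (probe ILMN_2610013) had a mean log2 intensity of 11.62 ± 0.41 (SD, n = 5) in RN and NSB and 6.64 ± 1.42 (SD, n = 7) in CLE, St1 and St5, a difference of 4.87 (SE 0.345, adjusted p = 4.95e-10). For Dll1, the mean of NSB, CLE and St1 was 8.74 ± 0.78 (SD, n = 8) and that of RN and St5 8.38 ± 0.35 (SD, n = 4). Its log2 difference of 0.43 (SE 0.581, adjusted p = 1) was not called, and it was called with a ComBat-type adjustment without covariates (1.36).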

*Bmp4* and *Bmp7* were uniquely upregulated in St5. In addition to these unique pathway components, several Wnt, Fgf, RA and Nodal components were expressed in more than one region. However, the enrichment of individual pathway members respected these domains. Moreover, the Nodal response genes *Lefty1* and *Lefty2*, and the Hedgehog target *Ptch1* were upregulated in the RN-NSB domain, whereas Fgf and Wnt target genes (*Dusp6* and *Axin2* respectively) were upregulated in NSB-CLE-St1. 

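Bmp7 had 8.96 ± 0.22 (SD, n = 2) in St5 and 8.20 ± 0.71 (SD, n = 10) over the arrays of the other E8.5 regions, a log2 difference of 1.29 (SE 0.287, adjusted p = 0.00534). It was called against 1 of 4 regions singly, with the smallest difference, 0.81, from RN (adjusted p = 0.228). The call against the mean was lost with no batch term (0.86) or without E8.5 St5 replicate 1 (1.14).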

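Lefty1 had a mean log2 intensity of 9.15 ± 0.39 (SD, n = 5) in RN and NSB and 5.69 ± 1.24 (SD, n = 7) in CLE, St1 and St5, a difference of 3.41 (SE 0.191, adjusted p = 9.60e-12). The difference was 1.27 (SE 0.288, adjusted p = 0.00712) for Lefty2 and 1.68 (SE 0.349, adjusted p = 0.00296) for Ptch1. Lefty2 was not called with an offset of 100 (0.52), with cyclic loess normalisation (1.0) or without E8.5 RN replicate 2 (1.17). For the mean of NSB, CLE and St1 against that of RN and St5, the difference was 0.49 (SE 0.212, adjusted p = 0.641) for Dusp6 and 0.19 (SE 0.263, adjusted p = 1) for Axin2. Neither was called, and Dusp6 was called with a ComBat-type adjustment without covariates (0.83).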

Bmp targets *Id1*, *Id2* and *Id3* were upregulated in St5, indicating that these signalling pathways have localised activation patterns (Fig. 3B).

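In St5, Id1 had 11.40 ± 0.03 (SD, n = 2) and differed from the mean of the other E8.5 regions by 1.33 (SE 0.21, adjusted p = 0.000163). Id2 had 10.67 ± 0.12 (SD, n = 2) and differed by 1.81 (SE 0.31, adjusted p = 0.000395), and Id3 had 9.49 ± 0.04 (SD, n = 2) and differed by 1.23 (SE 0.261, adjusted p = 0.00365). Against single regions, Id1 and Id2 were called against 3 of 4 and Id3 against 2 of 4. Id3 was not called with no batch term (0.73) or without E8.5 St5 replicate 2 (1.20). From the localised expression of ligands and of the targets of their pathways, the paper concludes that these pathways are activated in localised patterns.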

**Fig. 3.**
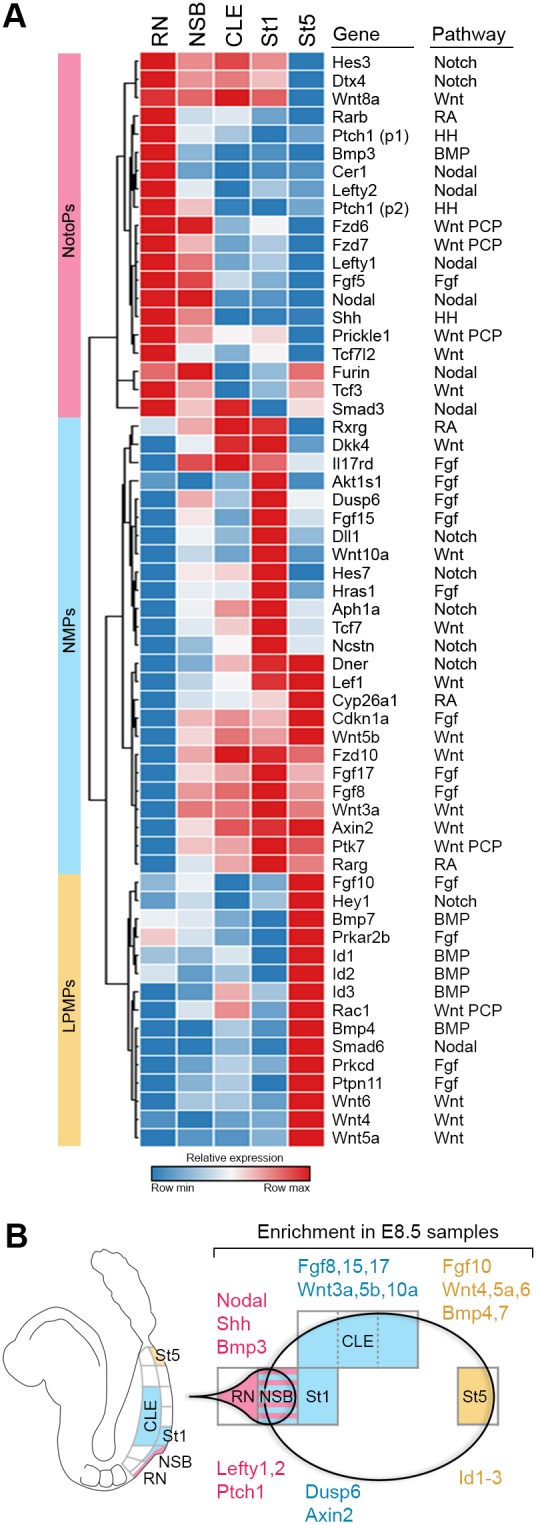
**Spatial domains correspond to progenitor subpopulations.** (A) Hierarchical clustering of selected KEGG pathway components reveals three broad domains of signalling (≥1.5-fold change across E8.5 samples), in accordance with the progenitors they contain (NotoPs, NMPs or LPMPs). (B) Schema showing enrichment of signalling ligands and their transcriptional targets in the primitive streak region.

To determine whether these patterns were specific to signalling pathways known to operate in primitive streak morphogenesis, or reflected more global patterns of gene expression, we analysed all DEGs at E8.5 via hierarchical clustering and explored their function in the STRING online database (Franceschini et al., 2013) (Fig. S3A). This expanded analysis also grouped genes into the three major categories identified above, indicating that these domains contain cells with broadly similar transcriptomes. 

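Over all tested probes rather than DEGs alone, St1 joined RN and NSB at a height of 0.419 and CLE joined the E8.5 regions last, at 0.651, after St5. NSB lay 0.388 from St1 and 0.643 from CLE, and St5 lay 0.631 from NSB, 0.663 from RN and 0.715 from CLE. CLE and St1 were nearest each other after a ComBat-type adjustment without covariates, where St5 lay nearest E7.5 PP. With no batch term, CLE lay nearest NSB and St1 nearest RN. The gene lists of the pathway database were not available, so that the clustering of pathway members was not repeated.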

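For St1 against CLE, the log2 differences were 0.43 (SE 0.321, adjusted p = 1) for Aph1a, 0.25 (SE 0.455, adjusted p = 1) for Ncstn, 0.15 (SE 1.05, adjusted p = 1) for Ctbp2, 0.50 (SE 0.582, adjusted p = 1) for Dvl1 and 0.76 (SE 1.07, adjusted p = 1) for Kat2a. None was called under any alternative. Other probes of the same genes had the opposite sign for Aph1a (-0.36), Ncstn (-0.63) and Ctbp2 (-1.53). With no batch term the difference was -0.33 for Aph1a and -0.61 for Dvl1, and with the BeadChip as a random block it was -0.08 and -0.16. For Ctbp2 it was -0.69 averaged over all of its probes and -0.17 with the number of detected probes as a covariate. It was -0.07 without CLE replicate 1 and -0.22 without CLE replicate 2. Each difference is within 2 of its standard errors.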

Interestingly, in the NSB-CLE-St1 cluster, we identified five genes in addition to *Dll1* with modest (<1.5x) upregulation in the midline streak relative to the CLE: *Aph1a*, *Ncstn*, *Ctbp2*, *Dvl1* and *Kat2a*, which are also associated with Notch signalling (KEGGID:04330). 

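Cxcl12 had 11.61 ± 0.07 (SD, n = 2) in St5 and 8.38 ± 0.81 (SD, n = 10) over the arrays of the other E8.5 regions, a log2 difference of 3.06 (SE 0.377, adjusted p = 7.21e-06). The differences were 2.65 (adjusted p = 4.42e-07) for Efna1, 2.45 (adjusted p = 0.00654) for Tgfb1, 2.16 (adjusted p = 0.000577) for Fgf10, 1.51 (adjusted p = 0.000105) for Pdgfra and 1.35 (adjusted p = 0.0187) for Vegfa. Adora2b (0.74, adjusted p = 0.658), Wnt4 (1.55, adjusted p = 0.109) and Wnt6 (1.43, adjusted p = 0.109) were not called. Against single regions, Pdgfra was called against 4 of 4, Efna1, Cxcl12 and Fgf10 against 3, and Tgfb1 and Vegfa against 2. Tgfb1 was not called with no batch term (1.97), without E8.5 St5 replicate 1 (2.35) or without E8.5 St5 replicate 2 (2.54). Vegfa was not called without E8.5 St5 replicate 1 (1.57), without E8.5 St5 replicate 2 (1.12) or without E8.5 NSB replicate 2 (1.25). Wnt4 was called with cyclic loess normalisation (1.84), with no batch term (1.53), with a ComBat-type adjustment without covariates (2.71), with a ComBat-type adjustment with covariates (1.56), with the BeadChip as a random block (1.54) and with the number of detected probes as a covariate (1.59). Wnt6 was called with a ComBat-type adjustment without covariates (2.40), with a ComBat-type adjustment with covariates (1.43), with the BeadChip as a random block (1.30) and with the number of detected probes as a covariate (1.40), and Adora2b with a ComBat-type adjustment without covariates (1.11).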

In the posterior primitive streak, we observed additional upregulated ligands and receptors involved in vascular development (GO.0072358), including *Pdgfra*, *Adora2b*, *Tgfb1*, *Bmp7*, *Fgf10*, *Efna1*, *Cxcl12*, *Wnt4/5b/6* and *Vegfa*, consistent with the lateral/ventral mesoderm origin of blood vessels (Fig. S3B; Table S2).

Thus, three distinct transcriptomic signatures characterise the E8.5 primitive streak region domains corresponding to the three known progenitor populations: RN-NSB (NotoPs), NSB-CLE-St1 (NMPs and their descendants) and St5 (LPMPs). These data further suggest that the three progenitor types respond to differing signalling pathways that are already known to be functional in axis development. Furthermore, the inclusion of the CLE and midline primitive streak (St1) in a single domain reflects the progression of NMPs towards mesoderm commitment. 

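Between St1 and CLE, 22 probes were called higher in St1 and 1 lower. Rhox5 had 10.39 ± 0.19 (SD, n = 2) in St1 and 6.25 ± 1.05 (SD, n = 3) in CLE, a log2 difference of 4.00 (SE 0.656, adjusted p = 0.00858). Sox17 was at least 5.21-fold and 3100002J23Rik at least 3.56-fold higher in St1, neither being detected in CLE. The lower probe, of 4833441J24Rik, was detected in neither region. Among the 22 higher probes were the 14 uniquely lower in CLE, which may reflect tissue dissected away from the CLE pools. Between St1 and NSB, 3 probes were called higher in St1 and 306 lower. Fgf4, undetected in NSB, was at least 1.21-fold higher, Efna1 differed by 1.33 (SE 0.306, adjusted p = 0.0207), and Scara5, undetected in NSB, was at least 1.52-fold higher. Of the lower probes, 1600029I14Rik was detected on neither St1 array and was at least 22.1-fold lower, Hdc differed by -4.66 (SE 0.648, adjusted p = 7.14e-05) and Dynlrb2 by -4.61 (SE 0.45, adjusted p = 4.45e-07). The 23 calls between St1 and CLE became 1253 with a ComBat-type adjustment that kept the regions as covariates, 557 with no batch term and 14 without background correction. They fell to 9 without St1 replicate 1 and to 12 without St1 replicate 2. With cyclic loess normalisation, more of the probes called between St1 and CLE were lower than higher in St1. The 309 calls between St1 and NSB fell to 200 without NSB replicate 2 and to 201 without St1 replicate 1, and were 968 in the 12 arrays of batch 1 alone. Of the place of CLE and St1 in a single domain, the paper states that it reflects the progression of NMPs towards mesoderm commitment.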

Intriguingly, it suggests that transcriptional change during this process is minor, although Notch signalling component transcription may increase along with mesoderm commitment.

### The LPMP population undergoes temporal change

To examine temporal changes between E7.5-E8.5 LPMPs, we first examined the E7.5 transcriptome. Short Time-series Expression Miner (STEM) analysis (Ernst and Bar-Joseph, 2006) indicated several significantly enriched profiles. 

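Between E7.5 P and A, 331 probes were called higher in P and 262 lower. The largest differences in P belonged to Wnt3a, Cdx1 and Hoxb1, which were detected on none of the 3 arrays of A and were at least 68.5-fold, at least 49.1-fold and at least 55.1-fold higher. Evx1 had 10.61 ± 0.48 (SD, n = 2) in P and 6.23 ± 1.06 (SD, n = 3) in A, a log2 difference of 4.63 (SE 0.322, adjusted p = 1.78e-09). Fgf8 differed by 2.89 (SE 0.343, adjusted p = 7.83e-06) and T by 2.18 (SE 0.475, adjusted p = 0.00951). In A, Gsc, undetected in P, was at least 8.37-fold higher than in P, and the differences of P from A were -3.23 (SE 0.345, adjusted p = 1.63e-06) for Fzd5 and -2.94 (SE 0.25, adjusted p = 4.58e-08) for Fam107a. Otx2 had 9.95 ± 0.13 (SD, n = 2) in P and 12.32 ± 0.49 (SD, n = 3) in A, a difference of -2.47 (SE 0.262, adjusted p = 1.51e-06). The difference was -2.76 (SE 0.294, adjusted p = 1.56e-06) for Foxd4, -1.69 (SE 0.401, adjusted p = 0.0194) for Pou3f1 and -0.50 (SE 0.529, adjusted p = 0.904) for Chrd, which was not called under any alternative. The total of 593 moved most with a ComBat-type adjustment that kept the regions as covariates, to 935, and fell to 387 without P replicate 1 and to 393 without A replicate 1. T was not called without E7.5 P replicate 1 (2.15) or without E7.5 P replicate 2 (2.21). Pou3f1 was not called with no batch term (-1.37), without E7.5 A replicate 1 (-1.68), without E7.5 A replicate 2 (-1.64) or without E7.5 P replicate 2 (-1.28). Chrd changed its sign without P replicate 2 (0.03).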

Expected enrichment of primitive streak-specific markers (e.g. *Evx1*, *Fgf8*, *T*) (Fig. 4A; Table S3) in the posterior region and neural/emergent notochord markers anteriorly (e.g. *Otx2*, *Pou3f1*, *Chrd* and *Foxd4*) (Iwafuchi-Doi et al., 2012; Tamplin et al., 2008) provided confidence in the validity of these E7.5 samples. 

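Between E7.5 PP and P, 85 probes were called higher in PP and 87 lower. P also contains LPMPs, which can weaken this contrast, and its arrays lie in batch 2 whereas those of PP lie in batch 3. Cubn, Rbp4 and Slc2a2 were not detected in P and were at least 10.5-fold, at least 12.4-fold and at least 4.54-fold higher in PP. Foxd4 differed by -4.58 (SE 0.358, adjusted p = 1.53e-07), and 3100002J23Rik and Dynlrb2, undetected in PP, were at least 13.9-fold and at least 11.2-fold lower. Mixl1 (probe ILMN_2920173) had 10.11 ± 0.42 (SD, n = 2) in PP and 7.63 ± 0.88 (SD, n = 2) in P, a log2 difference of 1.98 (SE 0.464, adjusted p = 0.0429). It was not called with a ComBat-type adjustment without covariates (1.09), without a filter on detection (1.98), averaged over its probes (1.55), without E7.5 P replicate 1 (1.35), without E7.5 PP replicate 1 (2.28) or without E7.5 PP replicate 2 (1.68). Bmp4 had 10.94 ± 0.25 (SD, n = 2) in PP and 9.21 ± 0.02 (SD, n = 2) in P. Its difference of 1.45 (SE 0.501, adjusted p = 0.252) was not called, and was called with a ComBat-type adjustment that kept the regions as covariates (1.46). Mesp1 differed by 1.43 (SE 0.542, adjusted p = 0.313), which was not called, and was called with cyclic loess normalisation (1.98) and with the number of detected probes as a covariate (1.79). The 172 calls between PP and P fell to 43 without PP replicate 1. A list of 7 visceral endoderm transcripts, among them Rbp4, was higher in PP than in P in 7 of 7 genes, by a median of 1.46 (fry, adjusted p = 0.0156).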

In the proximal-posterior region containing LPMPs, known posterior markers, including *Bmp4*, *Mesp1* and *Mixl1* (Arnold and Robertson, 2009), were enriched. Thus, transcriptome differences at E7.5 agree well with previously reported expression patterns, and suggest that LPMPs represent a transcriptionally distinct region at E7.5.

**Fig. 4.**
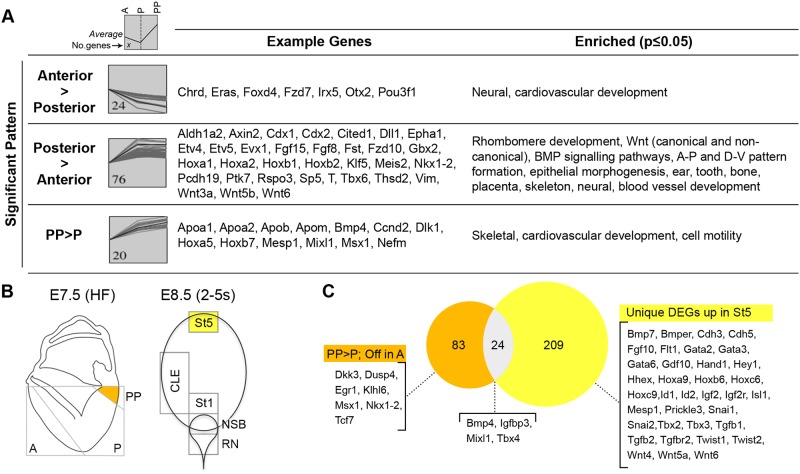
**Temporal transcriptomic changes in LPMPs.** (A) Significant patterns at E7.5 and enriched terms (*P*≤0.05, defined by permutation test in STEM). Grey boxes show the number of genes in each pattern; the black line indicates their average. (B) Schematic diagram of headfold stage embryo (E7.5 HF) and E8.5 primitive streak area with LPMP-containing regions coloured in yellow. (C) Genes uniquely upregulated in E7.5 PP versus P (orange) and DEGs unique to E8.5 St5 (yellow) outnumber common genes (grey).

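The genes of E7.5 PP were taken as the probes called higher in PP against both P and A, which gave 80 probes of 76 symbols, with Cubn, Slc2a2 and Rbp4 at the head of the list by their smaller difference. That difference was 3.40 for Cubn and 3.06 for Rbp4, both from A. Against A alone, 682 probes were higher in PP and 653 lower. The count of 80 became 331 with cyclic loess normalisation and 15 with a ComBat-type adjustment without covariates. It was 16 without PP replicate 1, 31 without P replicate 1 and 229 without A replicate 3. Xist and the visceral endoderm transcripts Afp and Rbp4 were among the 80. The set of E8.5 St5 was that of the probes unique and higher in St5, which belong to 141 symbols.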

We compared 97 genes specifically upregulated in the proximal posterior region at E7.5 with the 233 genes upregulated in St5 at E8.5. (Fig. 4B,C; Fig. S4; Table S4). A relatively small overlap between these sets (*n*=24) included known markers of the posterior primitive streak, including *Bmp4*, *Mixl1*, *Tbx4* and *Efna1* (Chapman et al., 1996; Duffy et al., 2006; Lawson et al., 1999; Pearce and Evans, 1999). 

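The sets of E7.5 PP and E8.5 St5 shared 17 probes of 17 genes, which are 21.3% of the PP set and 11.0% of the St5 set. Independent draws of sets of these sizes from the tested probes would share 0.567 (odds ratio 42.2, two-sided Fisher's exact test, p = 8.15e-21, across probes, which are not independent). The shared genes were 2700063P19Rik, 6030495B01Rik, 9630009N10Rik, Alox15, Ankrd56, BC023829, Col9a1, Fam110c, Fam123c, Fcgr3, Hand1, Hoxd8, Mixl1, Prdm6, Sct, Spin2 and Unc5c, of which those other than Mixl1 are named after their values were seen. Mixl1 differed in St5 by 3.36 (SE 0.36, adjusted p = 9.08e-07) from the mean of the other E8.5 regions. Tbx4 was detected on 1 of 2 PP arrays and on neither P array, and its log2 difference between PP and P of 0.95 (SE 0.303, adjusted p = 0.197) was not called. Its other probe (ILMN_1244228) differed by -0.030 (adjusted p = 0.976). The probe given first was called with a ComBat-type adjustment with covariates (0.94) and without E7.5 PP replicate 2 (1.46). Efna1 differed between PP and P by 1.60 (SE 0.347, adjusted p = 0.0257). It was not called with a ComBat-type adjustment without covariates (1.26), with the BeadChip as a random block (1.48), without E7.5 P replicate 1 (1.75), without E7.5 P replicate 2 (1.45) or without E7.5 PP replicate 1 (1.32). Among the alternatives, the number of shared probes moved furthest from 17 with a ComBat-type adjustment that kept the regions as covariates, to 58. It was 3 without PP replicate 1, 5 without P replicate 1, 10 without St5 replicate 1 or 2, 11 without NSB replicate 1 or 2, and 36 without A replicate 3.

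**Figure D3:**
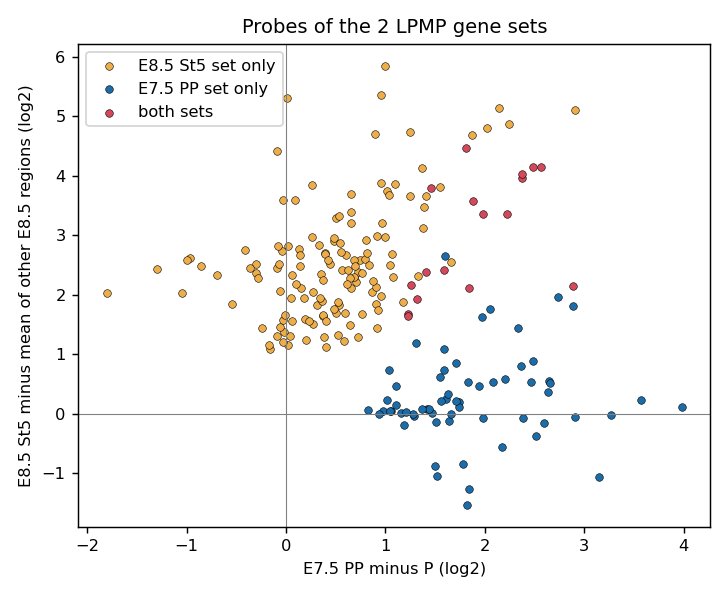
Log2 difference of E7.5 PP from P on the x axis and of E8.5 St5 from the mean of the other E8.5 regions on the y axis, for the probes of either set. The 17 probes of both sets are red, the 63 of the PP set alone blue and the 137 of the St5 set alone orange.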

Enriched GO terms for this overlapping subset of genes included blood vessel morphogenesis and regulation of epithelial cell migration (*Ctsh*, *Tbx4*, *Etv2*, *Ets1*, *Bmp4* and *Efna1*) (GO:0001568 and GO:0010632). Thus, the E7.5 PP and E8.5 St5 regions, which contain prospective lateral mesoderm, show prominent differential gene expression with a subset of shared gene expression that may be useful as markers of LPMPs.

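Between PP and P, the log2 differences were 1.48 (SE 0.42, adjusted p = 0.125) for Ctsh, 1.55 (SE 0.439, adjusted p = 0.121) for Ets1 and 0.56 (SE 0.38, adjusted p = 0.651) for Etv2 (listed as Etsrp71), and none was called. Ctsh was called with an offset of 100 (1.31), with cyclic loess normalisation (1.77) and with a ComBat-type adjustment with covariates (1.48), and Ets1 with a ComBat-type adjustment with covariates (1.53). In St5, the differences from the mean of the other E8.5 regions were 1.97 (SE 0.325, adjusted p = 0.000269) for Ctsh, 3.81 (SE 0.341, adjusted p = 8.53e-08) for Ets1 and 2.42 (SE 0.294, adjusted p = 5.92e-06) for Etv2. Etv2 and Ets1 were called against 4 of 4 regions singly and Ctsh against 3.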

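Of the probes of the E7.5 PP set, 76.3% were higher in St5 than in the mean of the other E8.5 regions, with a median difference of 0.35. Of the probes of the E8.5 St5 set, 81.2% were higher in PP than in P, with a median difference of 0.57. From the sizes of the separate and the shared sets, the paper concludes that both regions show prominent differential expression, and proposes the shared genes as possible markers of LPMPs.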

### Temporal changes in NMPs

Comparison of NMP-containing regions with their non-NMP neighbours between all samples (up in NSB±CLE and all CNH) did not identify any enriched transcripts. Instead, the NMP transcriptome changed over developmental time (Fig. 1B). 

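No probe was called higher in limma both in NSB against RN and St1 and in the CNH against the P-CNH at E9.5, E10.5 and E11.5, and 4 were at an unadjusted p under 0.05. No probe was lower, and 0 were at an unadjusted p under 0.05. The count of 0 became 1 with a ComBat-type adjustment that kept the regions as covariates and 1 with the BeadChip as a random block, and stayed at 0 under the other alternatives and with each array left out for which it could be computed.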

We therefore further investigated the transcriptional changes occurring specifically in topologically equivalent NMP-containing regions (the NSB and CNH) over time. Using the E7.5 posterior region as a baseline, we allowed the DEGs at each stage to form self-organising maps (Spielman and Folch, 2015), which highlight gene expression changes as a matrix of patterns and allow visualisation of periods of flux and stability in gene expression profiles (Fig. 5A). This showed that a sharp shift in gene expression occurred between E8.5 and E9.5, and a less prominent change occurred at E12.5-E13.5. 

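Successive stages were compared in limma from E7.5 P over NSB to the CNH, in place of self-organising maps. The number of probes called higher and lower was 407 and 260 from E7.5 P to E8.5 NSB, 444 and 651 from E8.5 NSB to E9.5 CNH, 11 and 5 from E9.5 to E10.5 CNH, 12 and 6 from E10.5 to E11.5, 36 and 13 from E11.5 to E12.5, and 1042 and 984 from E12.5 to E13.5. The median standard error was 0.480, 0.480, 0.6, 0.564, 0.330 and 0.359 for these steps, and was largest in the steps that cross into or out of batch 1. The mean squared log2 difference less the part due to error was 0.355, 0.429, -0.07, -0.20, 0.02 and 0.508. The error comes from 1 residual spread of each probe over all arrays. As normalised, the replicate arrays lay 1.34 apart at E13.5 and 0.633 at E12.5, each pair in 2 batches. They lay 0.255 apart at E10.5 and 0.197 at E9.5, each pair in 1 batch. The error may thus be too small in the last step, and the sizes of the steps are not strictly comparable. From NSB to E9.5 CNH, Hoxc10 and Hoxd10, undetected in NSB, rose at least 133-fold and at least 154-fold, as did the blood transcript Hbb-y, at least 152-fold. In the same step, 3100002J23Rik, Dynlrb2 and Slc38a8, undetected at E9.5, were at least 80.9-fold, at least 41.9-fold and at least 36-fold lower. From E12.5 to E13.5, Tbx2 changed by 4.34 (SE 0.313, adjusted p = 5.72e-08) and Gdf10 by 4.40 (SE 0.683, adjusted p = 0.000495).

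Both steps depend on single arrays. The 1095 calls from NSB to E9.5 CNH fell to 621 without E9.5 CNH replicate 1 and to 653 without replicate 2, and could not be estimated without NSB replicate 3. The 2026 calls from E12.5 to E13.5 became 167 without E12.5 CNH replicate 2, 657 without E13.5 CNH replicate 2 and 6591 without E13.5 CNH replicate 1. The 16 calls from E9.5 to E10.5 became 2 without either replicate of E9.5 CNH or of E10.5 CNH, the 18 from E10.5 to E11.5 became 9 without either replicate of E10.5 CNH, and the 49 from E11.5 to E12.5 became 1 without E12.5 CNH replicate 1, 19 without E11.5 CNH replicate 2, 78 without E12.5 CNH replicate 2 and 104 without E11.5 CNH replicate 3. The step from E9.5 to E10.5 had 399 calls with no batch term, 602 with a ComBat-type adjustment without covariates and 2821 with one that kept the regions as covariates, and that from E10.5 to E11.5 had 1406, 83 and 1504. The E8.5 to E9.5 step had more calls than the E12.5 to E13.5 step with cyclic loess normalisation (693 and 620), with no batch term (1775 and 555), with a ComBat-type adjustment without covariates (1687 and 1344) and with them (4919 and 3505), and with the number of detected probes as a covariate (1615 and 691). It had fewer without background correction (981 and 2079), with an offset of 100 (911 and 1699), with the BeadChip as a random block (1022 and 3482), with probes detected on every array of a region (1003 and 1809), without a filter on detection (1872 and 2797), with a 2-fold threshold (1086 and 1687) and with gene symbols counted (996 and 1919).

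**Figure D4:**
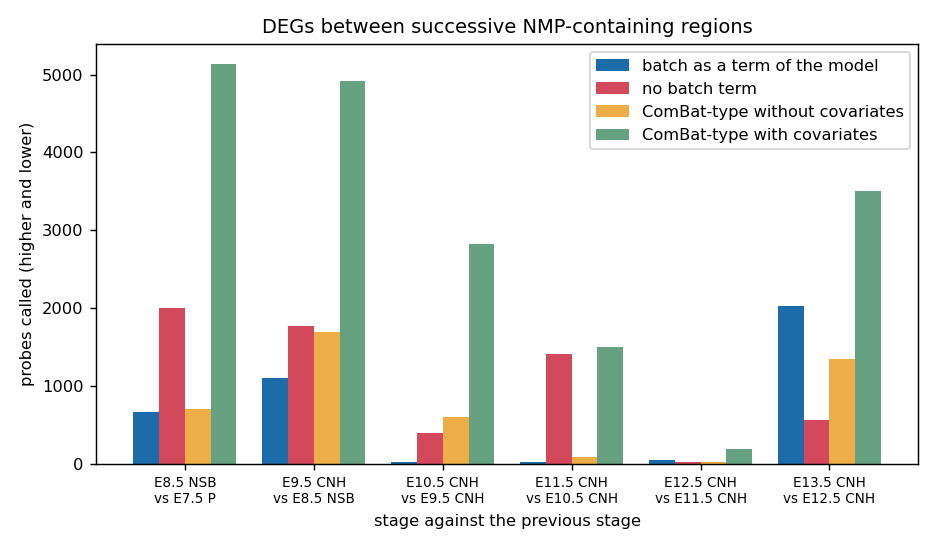
Number of probes called in each step between successive stages, as bars for the model with a batch term, no batch term, and a ComBat-type adjustment without and with the regions as covariates. With the batch term the steps from E8.5 to E9.5 (1095) and from E12.5 to E13.5 (2026) stand above the 3 steps between them (16, 18 and 49), which is not so for the step from E10.5 to E11.5 with no batch term (1406).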

We further examined DEGs uniquely up- or downregulated in any one of these samples. The majority of these were found in the E8.5 NSB and E10.5 CNH, with a smaller set at E13.5 (Table S5). 

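A probe was counted as unique to a stage when called in the same direction against each of the 5 other stages from E8.5 NSB to E13.5 CNH. The number unique and higher and unique and lower was 315 and 127 in E8.5 NSB, 0 and 1 in E9.5 CNH, 0 and 1 in E10.5 CNH, 0 and 0 in E11.5 CNH, 1 and 0 in E12.5 CNH, and 132 and 28 in E13.5 CNH. At an unadjusted p under 0.05, limma gave 178 and 104 at E9.5, 33 and 52 at E10.5, 8 and 0 at E11.5 and 64 and 22 at E12.5. Comparisons of E10.5 CNH with every stage but NSB cross between batch 1 and the others, so that its low count may reflect low precision. In simulated data, 34% of 4-fold changes were called between E11.5 and E10.5 CNH, against 76% between E13.5 and E12.5 CNH. Among the probes of E8.5, 3100002J23Rik differed from E10.5 CNH, its nearest stage, by at least 122-fold, and Hoxa11s, undetected in NSB, was at least 33.5-fold lower than in E13.5 CNH. The probe of E9.5 was that of Hopx, undetected at E9.5 and at least 2.27-fold lower than in NSB, and that of E12.5 was Tyrobp (0.84 against E13.5, SE 0.184, adjusted p = 0.00846). The probe of E10.5, 4833441J24Rik, is named after its values were seen. Counted instead when called against the mean of the other stages, and in that direction at no other stage, these totals became 1841, 955, 13, 54, 266 and 2669. The count of 1 at E9.5 became 0 without either replicate of E9.5 or E10.5 CNH or NSB replicate 1 or 2, 8 without E13.5 CNH replicate 1 and 7 without replicate 2. That at E10.5 became 0 without the same 6 arrays, 3 and 7 without E13.5 CNH replicates 1 and 2 and 2 without E11.5 CNH replicate 2. The count of 1 at E12.5 became 0 and 8 without E12.5 CNH replicates 1 and 2, 4 and 2 without E11.5 CNH replicates 1 and 3, and 5 without E13.5 CNH replicate 1. The 160 of E13.5 became 64 without E12.5 CNH replicate 2, 85 and 95 without NSB replicates 1 and 2, 96 and 94 without E10.5 CNH replicates 1 and 2, and 1028 without E13.5 CNH replicate 1.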

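Of the probes unique and higher in E8.5 NSB, 0 were unique and lower in E10.5 CNH, and of those unique and lower in NSB, 0 were unique and higher in E10.5 CNH. With 0 higher and 1 lower probe unique to E10.5 CNH, these overlaps were nearly fixed in advance. Under the alternatives, the former overlap reached 6 at most, with a ComBat-type adjustment that kept the stages as covariates and with probes called against the mean of the other stages at that stage alone. The latter reached 9 at most, with a ComBat-type adjustment without covariates. Compared directly, E10.5 CNH had 769 probes higher than NSB and 781 lower. Of the alternatives, the total of 1550 moved most in the arrays of batch 1 alone, to 4282. It fell to 919 and 924 without E10.5 CNH replicates 1 and 2 and to 943 and 934 without NSB replicates 1 and 2.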

Interestingly, a large proportion of the genes that were upregulated at E8.5 were downregulated at E10.5, and vice versa (Fig. 5Ba). The profiles of these genes showed a reciprocal pattern with the majority of the change occurring between E8.5 and E9.5, whereas expression returned towards E7.5 levels after E10.5 (Fig. 5Bb,Bc). Furthermore, most of the genes that did not fall in the intersections between these categories (e.g. up at E8.5 but not down at E10.5) respected the above trend, although the level of up- or downregulation was less than the 1.5-fold cut-off (Fig. S5). In contrast, the genes changing at E13.5 showed no other consistent change earlier in development (Fig. 5C). Thus, the period between E8.5 and E10.5 marks a major transition in gene expression in NMP-containing regions, with most of the shift occurring in the first 24 h of this period.

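The 769 probes higher in E10.5 CNH than in NSB had a median log2 difference from NSB of 1.02 at E9.5, 1.61 at E10.5, 1.44 at E11.5, 1.40 at E12.5 and 1.23 at E13.5. For the 781 lower probes it was -1.81, -1.74, -1.80, -1.85 and -1.53. Relative to E7.5 P, the higher set had a median of 0.17 ± 0.89 (SD over probes) in NSB, 1.83 ± 1.37 at E10.5 and 1.49 ± 1.50 at E13.5. The lower set had 0.57 ± 1.34 in NSB, -1.18 ± 1.54 at E10.5 and -0.77 ± 1.65 at E13.5. The head of the higher set was Hbb-y, at least 192-fold higher, and Hoxd10, at least 148-fold higher, both undetected in NSB. Of the lower set, Nr6a1 fell from 13.29 ± 0.17 (SD, n = 3) to 5.43 ± 0.36 (SD, n = 2), a log2 difference of -7.95 (SE 0.345, adjusted p = 2.82e-13).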

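The 315 probes unique and higher in NSB, none of which was unique to E10.5 CNH, had a median log2 difference from NSB of -2.73 at E9.5, -2.48 at E10.5, -2.92 at E11.5, -2.88 at E12.5 and -2.70 at E13.5. For the 127 unique and lower probes it was 2.13, 2.31, 2.50, 2.51 and 2.44. At E10.5 both medians lay no further from NSB than at E11.5 and E12.5.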

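Relative to E7.5 P, the 132 probes unique and higher at E13.5 had a median log2 difference of -0.09 in NSB, -0.04 at E9.5, -0.01 at E10.5, 0.18 at E11.5, 0.72 at E12.5 and 2.55 at E13.5. The 28 unique and lower probes had 0.44, 0.58, 0.42, 0.03, -0.09 and -1.52. Of these 160 probes, 14 (8.75%) were called in an earlier step from E8.5 onwards, against 5.31% of all tested probes. The 2 arrays of E13.5 CNH differ in the number of detected probes, and a list of 5 surface ectoderm transcripts rose from E12.5 to E13.5 in 4 of 5 genes, by a median of 0.79 (fry, adjusted p = 0.0375).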

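The share of the change from NSB to E10.5 CNH that was reached at E9.5 was computed for the 1550 probes called between those stages. Its median was 80.9% (quartiles 46.6% and 111%), with 80.4% and 81.4% for the 2 arrays of E9.5 CNH singly, and 72.7% of the probes had reached over 50% of the change. The median was 65.1% for the higher and 96.7% for the lower probes. By the same measure it was 94.9% at E11.5, 95.2% at E12.5 and 80.4% at E13.5. Under the alternatives, the share at E9.5 ranged from 57.7% with a ComBat-type adjustment without covariates to 86.1% with no batch term, and it was 63.1% with cyclic loess normalisation. With 1 array left out it lay between 81.0% and 84.9%. In 100 simulations from the fitted means with E9.5 set to the mean of NSB, the median share was 0.041% (lowest -1.80%, highest 1.58%), and with E9.5 set to the mean of E10.5 it was 86.2% (lowest 83.6%, highest 88.0%). In the latter case it was 84.9% for the higher and 87.4% for the lower probes. The observed 65.1% of the higher probes lay below, and the 96.7% of the lower probes above. A median of 2442.5 probes were called in that case, against 1550 in the data. These simulations were chosen after the values were seen. From the timing of these changes, the paper concludes that E8.5 to E10.5 is a period of major transition in NMP-containing regions, with most of the shift in its earlier day.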

**Fig. 5.**
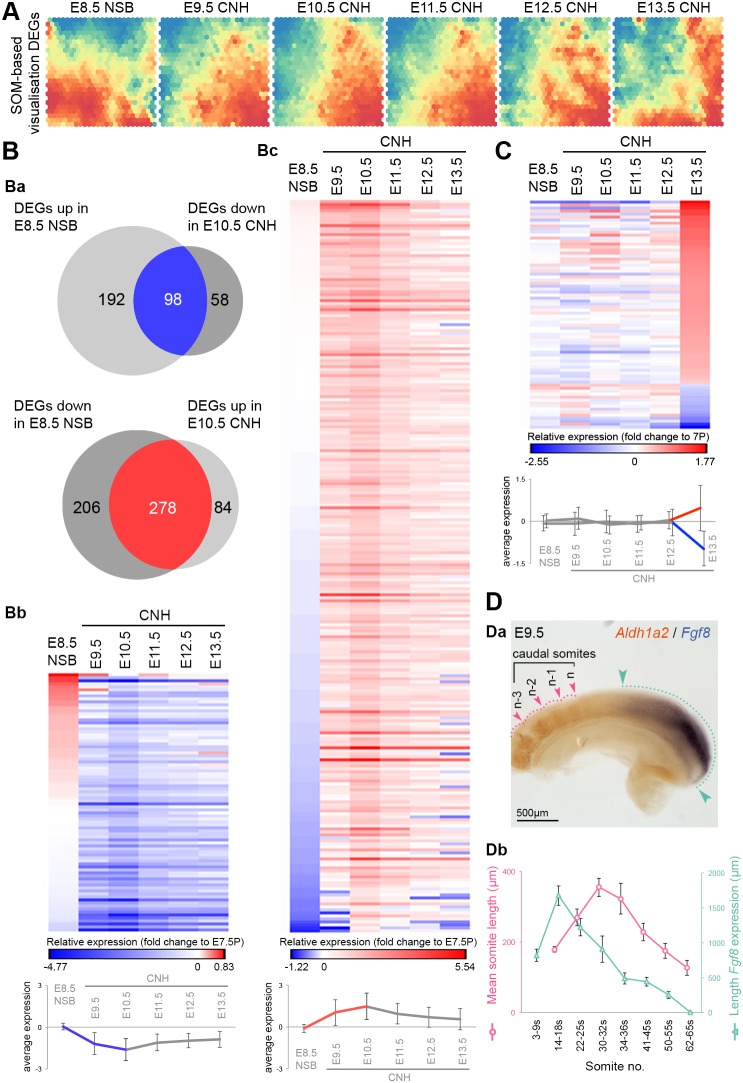
**Transcriptomic changes in NMPs during primitive streak-to-tail bud transition.** (A) Self-organising map (SOM)-based visualisation of DEGs. (Ba) Venn diagrams with upregulated DEGs in the E8.5 NSB versus those downregulated in the E10.5 CNH and vice versa (≥1.5-fold change across NMP-containing samples). Expression heatmaps of downregulated (Bb) and upregulated DEGs (Bc) in NMP-containing regions. (C) DEGs in the E13.5 CNH. All heatmap values are relative to 7P, with the mean±s.d. shown below. (Da) *In situ* hybridisation in the E9.5 tail bud for *Fgf8* and *Aldh1a2*. (Db) The anteroposterior length of *Fgf8* expression domain and the length of the four caudalmost somites are shown in relation to somite number (n) and peak at E9.5 (14-18 s) and E10.5 (30-32 s), respectively. Data are mean±s.d. (see also Fig. S8).

The genes undergoing transition between E8.5 and E10.5 included known markers of the primitive streak and not the notochord. Furthermore, DEGs enriched in NMPs versus nascent mesoderm in a parallel single cell analysis showed prominent temporal differences (Gouti et al., 2017). These correlated well with our list of DEGs between E8.5 and E10.5 (Fig. S5C,D), supporting the idea that the temporal changes at the NSB and CNH are specific to NMPs and not NotoPs. 

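Between E8.5 NSB and E10.5 CNH, Pou5f1 (probe ILMN_1252910) fell from 11.69 ± 0.22 (SD, n = 3) to 5.63 ± 0.31 (SD, n = 2), a log2 difference of -5.94 (SE 0.313, adjusted p = 4.74e-12). Fst and Cdx1 changed by -5.77 (SE 0.433, adjusted p = 2.05e-09) and -5.43 (SE 0.296, adjusted p = 7.72e-12). The change was -3.50 (adjusted p = 3.37e-05) for Cdh1, -3.13 (adjusted p = 1.42e-08) for Klf5, -2.90 (adjusted p = 0.000542) for Zscan10, -1.47 (adjusted p = 0.000408) for Dnmt3b and -1.03 (adjusted p = 0.015) for Cited2. Lin28 changed by -1.70 (SE 0.894, adjusted p = 0.417) and was not called. It was called with a ComBat-type adjustment without covariates (-3.64), averaged over its probes (-1.95) and in batch 1 alone (-1.70). Cited2 was not called averaged over its probes (-1.23), without E8.5 NSB replicate 1 (-1.11), without E10.5 CNH replicate 1 (-1.06), without E8.5 NSB replicate 2 (-0.95) or without E10.5 CNH replicate 2 (-1.0).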

Genes that were downregulated between E8.5 and E10.5 included pluripotency-associated markers, e.g. *Pou5f1*, *Klf5*, *Lin28*, *Dnmt3b* and *Zscan10* (Ng and Surani, 2011; Takahashi and Yamanaka, 2006; Wang et al., 2007), and markers of the early primitive streak, such as *Cdh1*, *Cdx1*, *Cited2* and *Fst* (Albano et al., 1994; Dunwoodie et al., 1998; Malaguti et al., 2013; Meyer and Gruss, 1993). Genes that were upregulated at E10.5 included members of signalling pathways known to be expressed widely in the primitive streak and tail bud, e.g. *Wnt5a* and *Fgf8* (Crossley and Martin, 1995; Yamaguchi et al., 1999).

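Wnt5a (probe ILMN_2511913) rose from 10.20 ± 0.27 (SD, n = 3) in NSB to 12.77 ± 0.08 (SD, n = 2) in E10.5 CNH, a log2 difference of 2.45 (SE 0.491, adjusted p = 0.0017). Fgf8 rose by 1.31 (SE 0.369, adjusted p = 0.0287). Fgf8 was not called with no batch term (0.98), without a filter on detection (1.31), without E8.5 NSB replicate 1 (1.33), without E10.5 CNH replicate 1 (1.28), without E8.5 NSB replicate 2 (1.29) or without E10.5 CNH replicate 2 (1.34).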

STEM analysis, to determine any additional temporal patterns, identified seven significantly enriched patterns (Fig. S6A; Table S3), of which two overlapped with the previously identified set of genes that were downregulated between E8.5 and E10.5 (n_genes_=160 and 42). A group of 139 genes peaked at E10.5 and overlapped with those upregulated between E8.5 and E10.5. Further groups of 46, 43 and 98 genes showed variations of this pattern with slightly broader peaks, whereas 37 genes peaked at E13.5. The lack of any other patterns indicates that changes between E8.5 and E10.5 constitute the major transcriptional diversity in NMPs over time. A further set of 46 members of transcription factor families or signalling pathways (Hox, Fox, Tbx, Pou, Wnt, Fgf, Notch and RA) was identified by correlation with the pattern of a typical profile for the 139 genes peaking at E10.5, i.e. that of *Wnt5a* (Fig. S6B; Table S6). Combining these datasets generated a list of 313 genes upregulated between E8.5 and E10.5, the expression of which declined thereafter (Fig. S6C).

### Analysis of genes upregulated between E8.5 and E10.5

A previous analysis in chick (Olivera-Martinez et al., 2014) focused on the differentiation of NMPs in the ‘stem zone’ (equivalent to the CLE) towards neural fates. The intersection of our compiled list of 313 genes upregulated at E10.5 with genes upregulated in the chick CLE versus the emerging neural tube contains 16 genes, most of which are known primitive streak markers (Fig. S7A), including Wnt pathway members and their targets (*Wnt5a*, *Wnt5b*, *Rspo3*, *T* and *Evx1*), Fgf pathway members and their targets (*Fgf8*, *Fgf18*, *Il17rd* and *Cyp26a1*), steroid signalling (*Greb1*), and epithelial-to-mesenchymal transition (*Zeb1*). Therefore, the genes upregulated at E10.5 represent a group of evolutionarily conserved primitive streak markers expressed in both NMPs and (as no marker uniquely defines NMPs) their committed NMP descendants.

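Of the named genes, Cyp26a1 changed from NSB to E10.5 CNH by 2.67 (SE 0.345, adjusted p = 9.01e-06), Zeb1 by 1.87 (SE 0.254, adjusted p = 1.72e-05), Greb1 by 1.78 (SE 0.245, adjusted p = 2.20e-05) and Rspo3 by 0.96 (SE 0.205, adjusted p = 0.00317). Fgf18 was detected on none of the 3 NSB arrays and was at least 1.89-fold higher at E10.5 (adjusted p = 0.00254). A further 4 genes were not called, Wnt5b with 0.88 (SE 0.309, adjusted p = 0.103), Il17rd with 0.85 (SE 0.282, adjusted p = 0.0775), Evx1 with 0.79 (SE 0.346, adjusted p = 0.258) and T with 0.78 (SE 0.511, adjusted p = 0.624). Rspo3 was not called without E8.5 NSB replicate 2 (0.84) or without E10.5 CNH replicate 2 (0.79), and Fgf18 without E10.5 CNH replicate 1 (1.75). Evx1 was called with a ComBat-type adjustment without covariates (1.18) and in batch 1 alone (0.79), and T with a ComBat-type adjustment without covariates (1.31) and in batch 1 alone (0.78). Wnt5b was called without background correction (0.85), with an offset of 100 (0.83), with a ComBat-type adjustment without covariates (1.04), with a ComBat-type adjustment with covariates (0.88) and in batch 1 alone (0.88). Il17rd was called without background correction (0.87), with an offset of 100 (0.83), with cyclic loess normalisation (0.88), with a ComBat-type adjustment without covariates (1.55), with a ComBat-type adjustment with covariates (0.85), in batch 1 alone (0.85) and with the number of detected probes as a covariate (0.88).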

GO term analysis (Fig. S6D) and manual annotation (Table S7) of this list identified genes associated with the Wnt, Fgf (Ras/Mapk/PI3K/Akt) and Notch signalling pathways, as well as the negative regulator of RA signalling *Cyp26a1*. Wnt, Fgf and Notch signalling pathways are known to be active in the primitive streak/tail bud, and are important for axial elongation, while downregulation of RA synthesis characterises the middle period of axial elongation. However, a coordinated quantitative peak in expression of these genes during trunk morphogenesis has never been reported. In addition, GO and KEGG terms associated with butanoate and steroid metabolism were also enriched. 

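Eno3 rose from 8.58 ± 0.55 (SD, n = 3) in E8.5 NSB to 10.55 ± 0.12 (SD, n = 2) in E10.5 CNH, a log2 difference of 2.28 (SE 0.295, adjusted p = 8.97e-06). Pgm2 rose from 11.42 ± 0.17 (SD, n = 3) to 12.40 ± 0.14 (SD, n = 2), a difference of 1.07 (SE 0.314, adjusted p = 0.0376). Pgm2 was not called with cyclic loess normalisation (1.14), without a filter on detection (1.07), without E8.5 NSB replicate 1 (1.08), without E10.5 CNH replicate 1 (0.97), without E8.5 NSB replicate 2 (1.07) or without E10.5 CNH replicate 2 (1.17).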

Members of several metabolic pathways were upregulated, including transcripts of the glycolytic enzymes *Eno3* and *Pgm2* recently shown to be enriched in the tail bud relative to anterior PSM, as part of a general upregulation of glycolysis (Oginuma et al., 2017). Furthermore, cell cycle regulators, extracellular matrix molecules (in particular those associated with microfibril formation) and chromatin modifiers were also upregulated in this cohort of genes (Fig. S6D; Table S7). This suggests that E9.5-E10.5 NMPs reach a maximal level of signalling, metabolic and transcriptional regulatory activity as they lay down the posterior trunk and anterior tail bud. Interestingly, the expression profile of the temporally upregulated genes correlates with an expansion in NMP numbers between E8.5 and E9.5, and a subsequent decline between E10.5 and E13.5 (Wymeersch et al., 2016). Several of the genes upregulated at E10.5 (70/313) are bound by Sox2 (13), T (17) or both transcription factors (40) in NMPs (Koch et al., 2017). Moreover, 20/313 genes were targets of β-catenin in human ES cells, and a larger subset was activated by CHIR99021-mediated Wnt/β-catenin stimulation of EpiSCs (Fig. S7) (Funa et al., 2015; Tsakiridis et al., 2014). This suggests that activation of Wnt/β-catenin signalling and its direct target T may account for some of the increase in expression of these genes. 

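Fgf17 rose from 11.47 ± 0.32 (SD, n = 3) in E8.5 NSB to 13.59 ± 0.19 (SD, n = 2) in E10.5 CNH, a log2 difference of 2.30 (SE 0.368, adjusted p = 0.000142). Dusp6 rose from 12.70 ± 0.09 (SD, n = 3) to 13.61 ± 0.09 (SD, n = 2), a difference of 0.94 (SE 0.257, adjusted p = 0.0238). Dusp6 was not called without E8.5 NSB replicate 1 (0.86), without E10.5 CNH replicate 1 (0.87), without E8.5 NSB replicate 2 (1.02) or without E10.5 CNH replicate 2 (1.01).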

Interestingly, many β-catenin targets are also members or targets of the Fgf signalling pathway (*Fgf 8*, *Fgf17 Fgf18*, *Dusp6* and *Il17rd*) (Aulehla et al., 2003). Thus, activation of Wnt/β-catenin and/or Fgf signalling could account for this novel mid-trunk expression peak.

We confirmed via whole-mount *in situ* hybridisation that *Fgf8* reaches its maximum intensity of expression, as well as anteroposterior length of its expression domain, at E9.5-E10.5, immediately preceding a peak in somite size (Fig. 5D; Fig. S8). At this stage, expression of the RA synthetic enzyme *Aldh1a2* in the somites was maximally separated from the *Fgf8* expression domain at E9.5, suggesting that the known antagonistic relationship between Fgf8 and RA (Diez del Corral et al., 2003; Sirbu and Duester, 2006) scales with the peak and decline in NMP numbers.

### Hox gene expression is upregulated between E8.5-10.5

Several of the genes that were most highly upregulated in NMP- and LPMP-containing regions between E8.5 and E10.5 were members of the Hox gene family, which regulate anteroposterior axial pattern (reviewed by Mallo et al., 2010). 

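Of the 35 Hox genes with a tested probe, 17 were called higher in E10.5 CNH than in E8.5 NSB and 1 lower, and 21 and 2 when adjusted over the list alone. The difference was positive for 26 of the 35, with a median of 1.05. Hoxd10 and Hoxc10 were among the 3 probes with the largest rise over all genes. Of the 35 genes, 8 belong to PG1-3, 4 to PG4, 8 to PG5-8, 4 to PG9, 7 to PG10-12 and 4 to PG13. These 6 groups were tested as sets in each of the 6 steps between successive stages with fry, limma's rotation test for gene sets, and the p-values were adjusted over the 36 tests.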

Wnt signalling has recently been shown to activate the 3′ (anteriorly expressed) part of the HoxA cluster and facilitate the activation of more 5′, Cdx-dependent, trunk Hox genes (Amin et al., 2016; Neijts et al., 2017). However, no general upregulation has been reported *in vivo* between E8.5 and E10.5. Furthermore, chick Hox clusters are activated in a temporally collinear sequence *in vivo* (Denans et al., 2015) but information on the exact time of activation of these genes in mouse embryos is incomplete. We therefore examined our whole microarray dataset for patterns and timing of Hox activation and further upregulation. Hox genes can be broadly classified into anterior (paralogous groups, PG1-3), central (PG4-8) and posterior (PG9-13) subgroups (reviewed by Young and Deschamps, 2009), with PG13 (here referred to as ‘terminal’) proposed to precipitate the decision to stop axis elongation (Young et al., 2009). After filtering out probes that did not show activation above background (Fig. S9I), genes were grouped according to the above criteria (Fig. 6A).

**Fig. 6.**
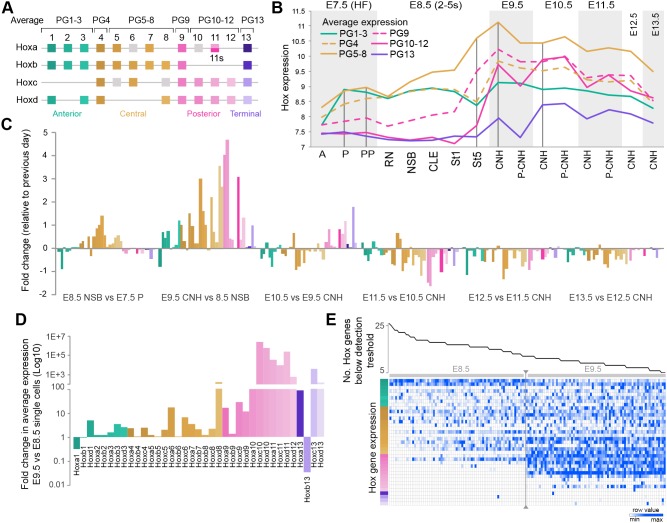
**Hox expression peaks during primitive streak-to-tail bud transition.** (A) Hox gene classification into anterior (green), central (gold), posterior (pink) and terminal groups (purple). (B) Timing of Hox gene expression in different paralogous groups (PGs). Expression of individual genes is shown in Fig. S9A-D. (C) Relative levels of Hox transcripts in NMP-containing regions show highest Hox levels are reached between E8.5 and E9.5 in all but PG13 genes. Colours match those in A. (D) Single CLE cell (Gouti et al., 2017) Hox expression values averaged and represented as E9.5 versus E8.5 fold change. (E) Heatmap of single E8.5-E9.5 CLE cells, organised by the number of Hox genes expressed (columns) versus Hox genes (rows). Coloured bar represents the gene order shown in D.

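In E7.5 P, the 8 genes of PG1-3 had a mean log2 intensity of 7.69 ± 0.06 (SD, n = 2), against 5.24 ± 0.24 (SD, n = 3) in E7.5 A. In E8.5 NSB it was 8.58 ± 0.21 (SD, n = 3), and the mean of the log2 differences between NSB and P was 0.49 (fry, adjusted p = 0.01), with 6 of 8 genes higher. Hoxa3, Hoxb3, Hoxd1 and Hoxd3 were detected on neither P array and lie at the detection limit there.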

PG1-3 genes were highly expressed in the E7.5 headfold stage primitive streak. 

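The mean log2 intensity of the PG1-3 genes was 8.62 ± 0.02 (SD, n = 2) in E9.5 CNH, 8.88 ± 0.04 (SD, n = 2) at E10.5, 8.42 ± 0.18 (SD, n = 3) at E11.5, 8.32 ± 0.30 (SD, n = 2) at E12.5 and 7.51 ± 0.12 (SD, n = 2) at E13.5. From NSB to E9.5 CNH the mean difference was 0.43 (fry, adjusted p = 0.0255), which camera, a test that sets the group against the other genes, did not pass. It was -0.25 (adjusted p = 0.553) to E10.5, -0.00 (adjusted p = 0.891) to E11.5, -0.13 (adjusted p = 0.352) to E12.5 and -0.81 (adjusted p = 0.000278) to E13.5. The value for NSB to E9.5 CNH was -0.03 with cyclic loess normalisation, and 0.10 with an offset of 100 and 0.04 with no batch term, neither of which passed. Of the 8 genes, 2 had their highest fitted value at E8.5, 2 at E9.5, 2 at E10.5, 1 at E11.5 and 1 at E12.5.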

Their expression declined gradually after E9.5 (Fig. 6B; Fig. S9A). The central Hox group (PG4-8) was active at headfold stage, and increased prominently on E8.5. 

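The 8 genes of PG5-8 had a mean of 6.18 ± 0.19 (SD, n = 2) in E7.5 P and 8.97 ± 0.17 (SD, n = 3) in E8.5 NSB, with a mean difference of 2.66 (fry, adjusted p = 1.33e-10) and 7 of 8 genes higher. In E8.5 St5 the mean was 10.39 ± 0.02 (SD, n = 2). Hoxa7, Hoxb6, Hoxb8, Hoxc6 and Hoxd8 were detected on neither E7.5 P array, so that the mean difference from P is no measure of a fold change.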

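The PG5-8 genes reached 10.43 ± 0.09 (SD, n = 2) in E9.5 CNH, a mean difference from NSB of 1.59 (fry, adjusted p = 2.47e-07) with 8 of 8 genes higher, and had 10.20 ± 0.01 (SD, n = 2) at E10.5 and 9.68 ± 0.10 (SD, n = 2) at E13.5. The mean difference was -0.45 (adjusted p = 0.0946) from E9.5 to E10.5, 0.36 (adjusted p = 0.146) to E11.5, 0.01 (adjusted p = 0.902) to E12.5 and -0.64 (adjusted p = 0.000915) to E13.5. Of the 8 genes, 4 had their highest fitted value at E9.5, 1 at E11.5, 2 at E12.5 and 1 at E13.5.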

Expression peaked on E9.5 and subsequently declined. 

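The 7 genes of PG10-12 had a mean of 4.72 ± 0.09 (SD, n = 2) in E7.5 P, 4.73 ± 0.16 (SD, n = 3) in E8.5 NSB and 5.89 ± 0.15 (SD, n = 2) in E8.5 St5. It was 8.5 ± 0.03 (SD, n = 2) in E9.5 CNH, 9.34 ± 0.05 (SD, n = 2) at E10.5, 8.91 ± 0.09 (SD, n = 3) at E11.5, 8.59 ± 0.16 (SD, n = 2) at E12.5 and 8.53 ± 0.08 (SD, n = 2) at E13.5. The mean difference was 3.45 (fry, adjusted p = 1.99e-13) from NSB to E9.5 CNH, 1.25 (adjusted p = 2.87e-05) to E10.5, -0.79 (adjusted p = 0.00423) to E11.5, -0.29 (adjusted p = 0.0255) to E12.5 and -0.06 (adjusted p = 0.795) to E13.5. The genes that were not detected in NSB lie at the detection limit there, so that the mean difference to E9.5 is no measure of a fold change.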

PG9-12 expression was low at E7.5, slightly elevated in the E8.5 posterior streak and strongly upregulated at E9.5-E10.5, declining from E11.5 onwards (Fig. 6B; Fig. S9B,C). 

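The 4 genes of PG4 had a mean of 6.23 ± 0.08 (SD, n = 2) in E7.5 P, 8.19 ± 0.65 (SD, n = 3) in E8.5 NSB and 8.98 ± 0.02 (SD, n = 2) in E9.5 CNH. Their mean difference was 1.49 (fry, adjusted p = 7.35e-08) from P to NSB and 1.26 (adjusted p = 1.71e-06) from NSB to E9.5 CNH. From E9.5 to E10.5 it was -0.84 (adjusted p = 0.0101), which did not pass in camera, and from E12.5 to E13.5 it was -1.36 (adjusted p = 9.68e-08). The 4 genes of PG9 had 4.94 ± 0.07 (SD, n = 2) in P, 7.22 ± 0.12 (SD, n = 3) in NSB, 9.89 ± 0.02 (SD, n = 2) in St5 and 10.37 ± 0.06 (SD, n = 2) in E9.5 CNH, with mean differences of 2.18 (fry, adjusted p = 1.92e-05) from P to NSB and 3.25 (adjusted p = 1.84e-07) from NSB to E9.5 CNH. At E13.5 they had 8.63 ± 0.41 (SD, n = 2). Hoxc4 and Hoxd4 of PG4 and Hoxa9, Hoxb9 and Hoxc9 of PG9 were detected on neither P array, and Hoxc4 and Hoxa9 on no NSB array. These genes lie at the detection limit there, so that the mean differences from P and NSB are no measure of a fold change.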

PG4 and PG9 genes showed profiles intermediate between PG1-3/5-8 and PG4-8/9-12, respectively. PG13 gene expression rose between E8.5 and E10.5, and declined thereafter (Fig. 6B; Fig. S9D). 

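The 4 genes of PG13 had a mean of 4.95 ± 0.19 (SD, n = 3) in E8.5 NSB, 5.82 ± 0.18 (SD, n = 2) in E9.5 CNH, 7.23 ± 0.02 (SD, n = 2) at E10.5, 7.21 ± 0.35 (SD, n = 3) at E11.5, 7.75 ± 0.10 (SD, n = 2) at E12.5 and 7.01 ± 0.08 (SD, n = 2) at E13.5. The mean difference was 0.55 (fry, adjusted p = 0.085) from NSB to E9.5 CNH, 1.83 (adjusted p = 0.00143) to E10.5, -0.40 (adjusted p = 0.586) to E11.5, 0.55 (adjusted p = 0.0802) to E12.5 and -0.73 (adjusted p = 0.0176) to E13.5. The last of these did not pass in camera (unadjusted p = 0.0646). None of the 4 genes was detected in NSB, so that the mean difference from NSB to E9.5 is no measure of a fold change. Of the 4 genes, 2 had their highest fitted value at E10.5 and 2 at E12.5. Their fitted mean at E10.5 differed from that at E12.5 by -0.15, and was the higher of the 2 with cyclic loess normalisation (0.33), with a ComBat-type adjustment without covariates (0.082) and without E12.5 CNH replicate 2 (0.017). The difference from NSB to E9.5 CNH was -0.022 with cyclic loess normalisation. Unadjusted, fry passed 0.05 for it with no batch term (0.86), with a ComBat-type adjustment without (0.59) and with (0.56) covariates, averaged over all probes of each gene (0.65) and without a filter on detection (0.55).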

Measuring the extent of change relative to the previous day specifically in the NSB-CNH subpopulation showed that Hox gene expression conformed to the pattern described above (Fig. 6C). 

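Of the 35 Hox genes, the number called higher and lower than at the previous stage was 10 and 0 in E8.5 NSB against E7.5 P (11 and 0 adjusted over the list alone), 11 and 0 at E9.5 (16 and 1), 2 and 0 at E10.5 (4 and 0), 0 and 0 at E11.5 (0 and 2), 0 and 0 at E12.5 (0 and 0) and 0 and 12 at E13.5 (1 and 15). The 11 at E9.5 became 23 with a ComBat-type adjustment that kept the stages as covariates, 19 with one without covariates and 7 with cyclic loess normalisation.

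**Figure D5:**
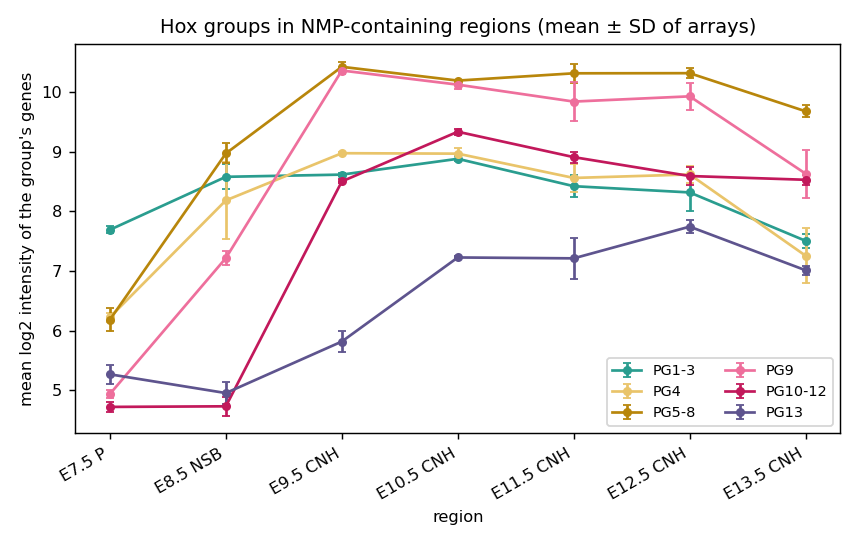
Mean log2 intensity of the Hox genes of each paralogous group in E7.5 P, E8.5 NSB and the CNH from E9.5 to E13.5, with 1 line per group and error bars of 1 SD over the 2 or 3 arrays of a stage. PG10-12 rises from 4.73 in NSB to 8.5 at E9.5, and PG13 from 5.82 at E9.5 to 7.23 at E10.5.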

Taken together with published data (Forlani et al., 2003; Izpisua-Belmonte et al., 1991; Juan and Ruddle, 2003; Scotti and Kmita, 2012; Soshnikova and Duboule, 2009; Tschopp et al., 2009), this indicates that PG1-4 Hox genes are active before the first time point of E7.5, PG5-8 genes are activated around this time, PG9-12 genes are activated between E8.5 and E9.5, and the terminal Hox genes are activated around E9.5. Despite these generalities, subtle differences between members of a given paralogous group, and cluster-specific profiles were evident (Fig. S9E-H), e.g. the profiles of *Hoxc6*, *Hoxc9* and *Hoxc10* were strikingly similar, possibly reflecting cluster-specific regulation (Neijts et al., 2017, 2016).

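From NSB to E9.5 CNH, Hoxc6 rose by 3.29 (SE 0.448, adjusted p = 3.01e-05) and Hoxc9 by 4.53 (SE 0.413, adjusted p = 9.33e-08), and Hoxc10, undetected in NSB, was 12.95 ± 0.04 (SD, n = 2) at E9.5. From NSB to E10.5 CNH the difference was 2.69 for Hoxc6 and 4.35 for Hoxc9.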

As the NSB and CNH samples also contained NotoPs, we confirmed that temporal change in the Hox genes occurs specifically in NMPs by measuring the averaged expression of single E8.5-9.5 CLE cells (Gouti et al., 2017) (Fig. 6D). Furthermore, ordering single cells by the number of Hox genes expressed above the detection threshold showed a remarkably consistent correlation with the position of a given Hox gene in the cluster (Fig. 6E), indicating temporal collinearity in individual CLE cells. Thus, Hox gene expression in NMPs shows a general upregulation between E8.5 and E9.5, with a gradual decline between E10.5 and E13.5 (Fig. 6B,C). Furthermore, temporal collinearity implies that anteroposterior patterning originates in NMPs and LPMPs.

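Over all 35 Hox genes, 29 were higher in E9.5 CNH than in NSB, with a median difference of 0.96, and 16 were higher at E10.5 than at E9.5. From E12.5 to E13.5, 7 were higher, with a median difference of -0.70, and 28 were higher in NSB than in E7.5 P. E13.5 CNH includes the array with the fewest detected probes, replicate 2. From these values and published data, the paper concludes that Hox expression in NMPs rises between E8.5 and E9.5 and declines gradually from E10.5 to E13.5.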

### Ventral NSB cells are a transcriptomically stable, quiescent and static population essential for axis elongation

As both NMP and LPMP transcriptomes change with time, we investigated whether the same was true of the NotoP population. At E8.5, genes expressed in the RN-NSB domain included known markers of NotoPs. We therefore searched for genes enriched in RN, NSB and all CNH samples that would constitute NotoP markers. This gene set overlapped extensively with genes enriched in cells expressing the NotoP marker Foxa2 (Tamplin et al., 2011) (Fig. S10A; Table S8). Indeed, about half of the genes fulfilling these criteria (23/41) were previously identified markers of the node and emergent notochord (Fig. 7A). 

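Genes of the NotoP set were taken as the probes called higher both in RN and NSB against CLE, St1 and St5 and in the CNH against the P-CNH from E9.5 to E11.5. The set held 65 probes of 52 symbols. By the smaller of the 2 differences, it was headed by Shh, LOC268288 (3.56 between CNH and P-CNH, SE 0.285, adjusted p = 5.49e-08) and Lmx1a (3.51 between RN and NSB and the other E8.5 regions, SE 0.284, adjusted p = 4.81e-09). Lower in both comparisons were 10 probes of 7 symbols, and 47 at an unadjusted p under 0.05. The count of 65 moved most under a stricter definition, with calls in RN and NSB singly and at each stage singly, which gave 2. Under the other alternatives it stayed within 1.5 times 65, as it did with 1 array left out, between 48 and 80. Of 100 splits of the E8.5 arrays and of the CNH and P-CNH arrays into groups of the same sizes, the real split gave 30 such probes and each of the other 99 gave 0. The splits moved single arrays, so that replicates of a region could fall on both sides and low counts are largely built in.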

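Timp3 (probe ILMN_2741096) was in the NotoP set. Its mean log2 intensity was 8.10 ± 0.37 (SD, n = 5) in RN and NSB and 6.71 ± 0.49 (SD, n = 7) in CLE, St1 and St5, a difference of 1.29 (SE 0.175, adjusted p = 1.48e-05). In the tail bud it was 9.53 ± 0.47 (SD, n = 7) in the CNH and 8.31 ± 0.65 (SD, n = 6) in the P-CNH, a difference of 1.10 (SE 0.165, adjusted p = 0.00061). Averaged over all probes of the gene, the difference at E8.5 was not called (0.49).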

Within the remaining half, we validated one of these novel potential NotoP markers, Timp3, a metalloproteinase inhibitor, via antibody staining (Fig. 7B). Interestingly, the levels of expression of these 41 genes in each NotoP-containing sample were relatively stable over time (Fig. 7C). This raised the possibility that the NotoP population, which at early stages coincides with the organiser of the neuraxis and at all stages contacts NMPs, may stabilise behaviours of adjacent populations throughout axial elongation.

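For each probe of the NotoP set, the range of the fitted means over E8.5 NSB and the CNH from E9.5 to E13.5 was taken. Its median was 1.86, from 0.53 for Foxa1 to 7.74 for Trh, both named after their values were seen. In 10000 sets of 65 probes matched on mean intensity in 20 bins, the median range was 1.20 (95% of sets between 1.01 and 1.43). Because the NotoP probes were chosen for differences between regions on the same arrays, a larger range than in these sets is in part built in. After the values were seen, sets matched in the same way were therefore drawn from the 982 other probes called in either comparison that defines the set, in either direction. Their median range was 2.14 (95% of sets between 1.78 and 2.50), which includes that of the NotoP set. Of the 65 probes, 43 (66.2%) changed over these stages (limma's moderated F-test, adjusted p at most 0.05), against 78.8% of the 982. Over all tested probes, 22.9% changed. Between NSB and E10.5 CNH, 24 of the 65 (36.9%) were called, 16 lower and 8 higher at E10.5. This compares with 53.1% of the 982 and 7.14% of all tested probes. The excess over all tested probes is in part built in, as for the range. Between NSB and E9.5 CNH, 17 of the 65 were called. From the levels of these genes over time, the paper proposes that NotoPs may stabilise the behaviour of neighbouring populations.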

**Fig. 7.**
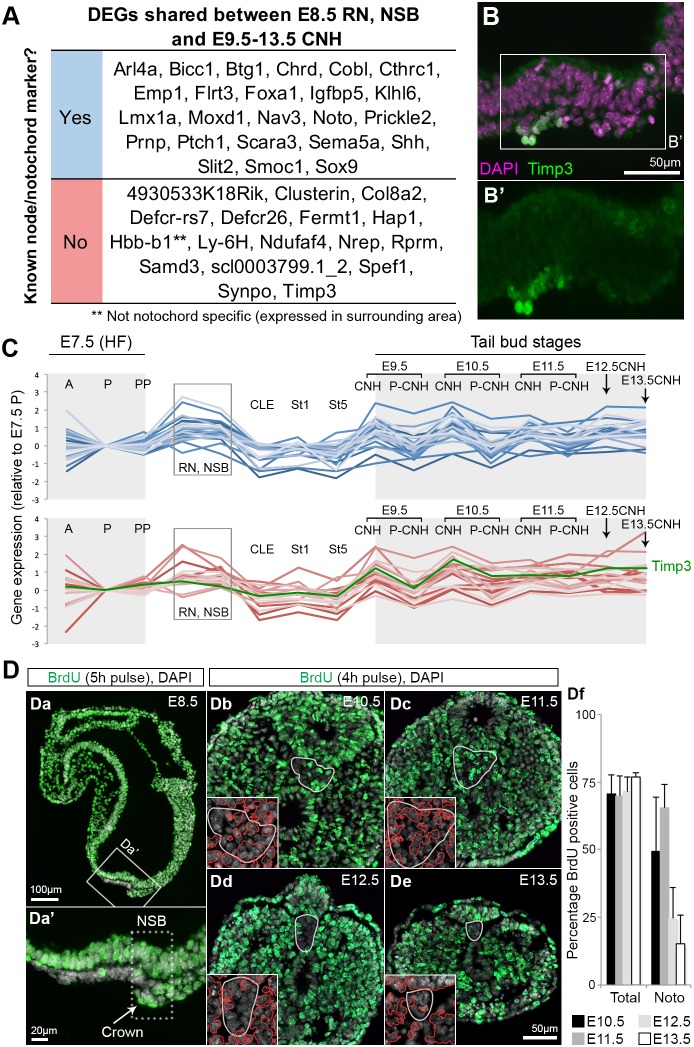
**Quiescence and transcriptional stability of NotoPs.** (A) DEGs shared between E8.5 RN and NSB and E9.5-13.5 CNH samples highlight known, and reveal potential novel, node/notochord markers. Two genes, *Sp6* and *Etsrp71* (*Etv2*), were specifically downregulated. (B) Immunostaining for Timp3 shows elevated expression in the ventral node layer. (C) Genes in A plotted over time. Known markers are in blue; potential novel markers are in red; Timp3, green. (D) Immunohistochemistry detecting incorporated BrdU (green) in E8.5 (2-3 s) embryo and tail sections. White outline indicates the posterior notochord domain. Insets contain DAPI-stained nuclei showing the position of BrdU labelled cells (red). (Df) Quantification of BrdU^+^ cells in tail sections. Data are mean±s.d.; noto, notochord (see also Fig. S10B).

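Sp6 differed by -2.07 (SE 0.279, adjusted p = 1.36e-05) between RN and NSB and the other E8.5 regions, and by -1.33 (SE 0.263, adjusted p = 0.0123) between CNH and P-CNH. The latter was not called without E10.5 CNH replicate 1 (-1.22) or without E9.5 P-CNH replicate 1 (-1.0), whereas a second probe of Sp6 (ILMN_1258571) was called in both comparisons (-2.0 and -1.57, adjusted p = 0.00693 for the latter) and its remaining probe had a difference of 0.084 between CNH and P-CNH, not called. Etv2 (listed as Etsrp71) differed by -1.24 (SE 0.212, adjusted p = 0.000344) at E8.5 and by -0.25 (SE 0.2, adjusted p = 1) between CNH and P-CNH, which was not called under any alternative. The 10 probes lower in both comparisons included these 2 of Sp6 and also those of Bmper, Col24a1, Hspb8, Rab8b and Tcfap2c, which are named after their values were seen.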

Consistent with this possibility, previous reports have shown that the ventral node and notochordal plate contain slow-dividing or quiescent cells at E7.5-E8.5 (Bellomo et al., 1996), although they are more proliferative at E9.5 (Ukita et al., 2009). To determine the proliferative characteristics of the crown and later notochordal plate, we analysed cells in S-phase after bromodeoxyuridine (BrdU) labelling. Both the crown at early somite stages and the ≥E10.5 notochordal plate contained a mixture of labelled and unlabelled cells. (Fig. 7Da). Nevertheless the proportion of NotoPs in S-phase relative to other tail bud regions during tail development was low (15-60% versus 70% in the surrounding tissues; Fig. 7Db-Df; Fig. S10B). Although the mouse node has been fate mapped as a whole, the fate of the posterior crown region, which lies just ventral to the NMPs, is unknown. Control DiI label of the ventral node resulted in the expected descendants along the length of the notochord as far posteriorly as the notochord end, as well as the dorsal hindgut (Fig. 8Aa-Ad). Descendants of the crown also populated the dorsal hindgut and notochord, although in a more posterior region than the whole node (Fig. 8Ae-Ai; Fig. S11A). This suggests that crown cells contain NotoPs whose exit from the progenitor region is delayed relative to NotoPs in the rostral node. This is consistent with homotopic grafts of the whole NSB, where descendant cells were found in the notochordal plate and posterior part of the notochord (Cambray and Wilson, 2007). The gut was unlabelled in these grafts, suggesting that DiI additionally labels a neighbouring population of dorsal/posterior endoderm progenitors, whereas the cells in contact with the NSB are exclusively notochord progenitors. Consistently, descendants of the crown remained in contact with NMPs (Fig. 8B, Fig. S11B). Thus, the stable gene expression, low proliferation and retention of NotoP descendants in the posterior end of the notochord suggests that NotoPs are ideally placed to provide stable environmental signals to NMPs.

**Fig. 8.**
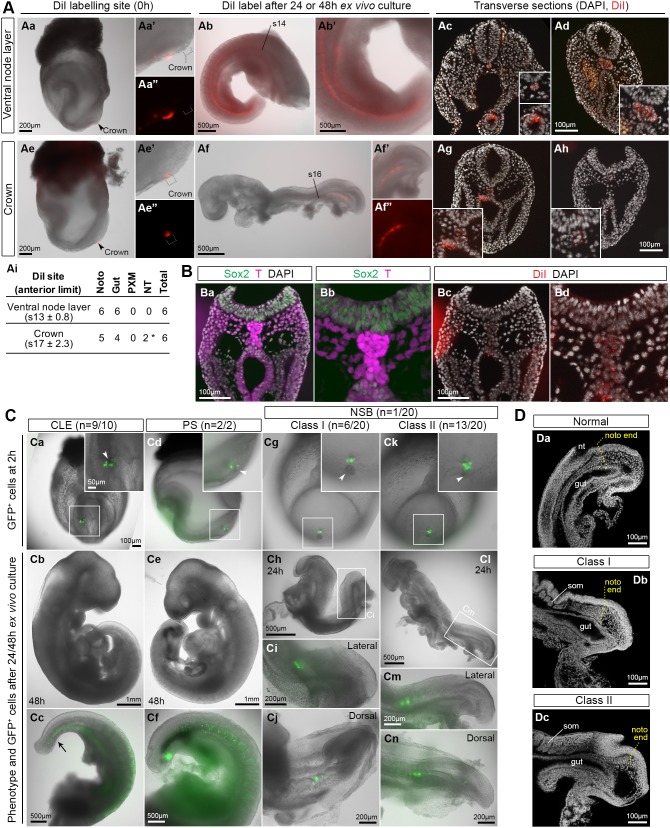
**NotoPs are essential for correct axis elongation.** (A) DiI labelling of the ventral node or crown at E8.5 (2-5 s; Aa,Ae). (Aa′,Ae′) Magnified view of the ventral node region. (Aa″,Ae″) Red channel showing DiI labelling. The same embryos are shown after 48 h (Ab) or 24 h (Af) *ex vivo* culture. Ab′ and Af' show magnified views of Ab and Af respectively. (Af″) Red channel showing DiI labelling. DiI was found in the notochord and dorsal gut (Ac,Ad,Ag,Ah). Insets in Ac, Ad, Ag and Ah show magnified views of DiI labelling in notochord and gut. (Ai) DiI labelling per embryo after culture with average anterior limit (±s.d.). The anterior limit in 4/6 crown-labelled embryos was in the presomitic mesoderm. The anterior limit in each of these embryos is denoted as (total somites/embryo) +1. As the presomitic mesoderm contains ∼7 presomites, the average anterior limit may be posterior to s17. Noto, notochord; NT, neural tube; PXM, paraxial mesoderm. Asterisk indicates 2/6 embryos had a minor contribution in the posterior neural tube. (B) Sox2/T immunostained section of embryo labelled with DiI in the crown after 24 h in culture (n_embryos_=3). (C) Electroporation of GFP-containing plasmid in the CLE (Ca-Cc), primitive streak (Cd-Cf) and NSB (Cg-Cn) of E8.5 (2-5 s) embryos with n, the number of embryos developing normally/total cultured. (Ca-c,Cd-f) Representative CLE- and primitive streak-electroporated embryos, respectively, after 2 or 48 h. (Cg-j,Ck-n) Representative Class I and Class II embryos, respectively, 24 h after NSB electroporation. Arrowheads indicate cell death after electroporation. Black arrow in Cc indicates hindgut label (see Fig. S12). (D) Sagittal confocal sections through CLE-electroporated (Da), and NSB-electroporated class I (Db) and II (Dc) embryos after 24 h, with the notochord (noto) end shown in yellow. nt, neural tube; som, somite.

Highly localised electroporation of mouse epiblast cells is accompanied by a small region of cell death mainly in the adjacent outer layer of cells, i.e. the endoderm or the exposed notochordal plate (Fig. S11C; Huang et al., 2015). We exploited this localised cell ablation to investigate the role of the ventral NSB in axial elongation. Electroporation of control CLE or primitive streak resulted in normal development and widespread distribution of electroporated cell descendants, according to their expected fates: neurectoderm and mesoderm from CLE; and mesoderm from primitive streak (Fig. 8Ca-f). Hindgut labelling was also observed, probably due to plasmid uptake by the endoderm (Fig. S12). In contrast, electroporating the NSB resulted in sparsely labelled embryos (Fig. 8Cg-n; Fig. S12), exhibiting two distinct phenotypes (Table S9): severe (Class I; *n*=6), where axis elongation halted immediately despite apparently viable electroporated putative NMPs dorsal to the crown (Fig. 8Cg-j); and milder (Class II; *n*=13), where embryos failed to turn, the anteroposterior axis was moderately foreshortened and kinked, and the notochordal plate was wider, ending further anteriorly than in control embryos (Fig. 8Ck-n,D). Electroporated cell descendants populated neurectoderm and occasionally mesoderm (Fig. 8Cj,n; Fig. S12), and were rarely found in the progenitor region. Class II phenotypes were recapitulated in embryos where a small area including the ventral NSB layer had been manually removed, but not in controls where an equivalent area of endoderm under the mid-primitive streak was removed (Fig. S13). Thus, the E8.5 crown region of the ventral node is essential for normal axial elongation. Taken together, these data suggest that the E8.5 crown, and its descendant the posterior notochordal plate, provide a stable environment important for axis elongation, and thus may constitute the equivalent of a ‘niche’ for NMPs.

## DISCUSSION

Comprehensive spatiotemporal analysis of progenitor populations provides novel insights into the progressive production of tissues along the anteroposterior and mediolateral axes of the mouse embryo. We identified characteristic transcriptomes of three known progenitor populations, the NMPs, LPMPs and NotoPs, and discovered major transcriptional shifts in the NMP and LPMP populations during axis elongation. In contrast, the adjacent NotoP population has a largely unchanging trancriptome over this time period, and we propose that they act as a ‘niche’ for NMPs (Fig. 9).

**Fig. 9.**
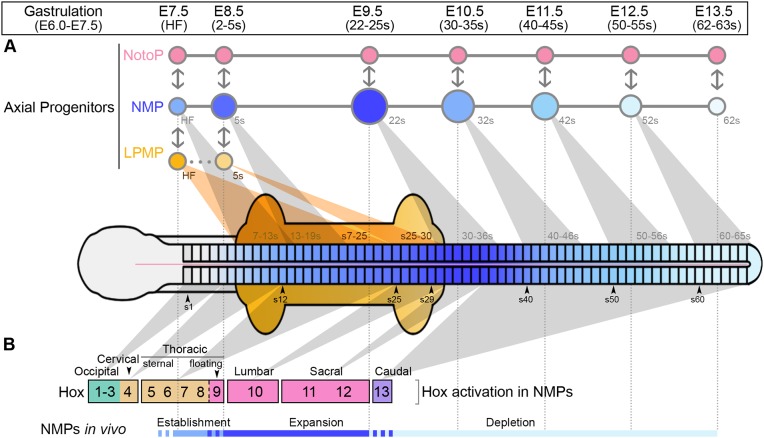
**Summary.** Model showing the progression of NMP (blue), LPMP (yellow) and NotoP (pink) populations during axis elongation, the activation of Hox genes and regulatory changes in NMPs over time. (A) Changes in size of the respective populations are indicated by diameter of the circles at each stage; colour changes represent transcriptomic shifts. Contribution of NMPs and LPMPs to specific axial levels is indicated by grey and orange shading, respectively (e.g. an NMP at the 22 s stage will contribute to axial structures at ∼30-36 s) (data from Cambray and Wilson, 2007; Castillo et al., 2016; Tam, 1986; Wymeersch et al., 2016). Double-headed arrows indicate interactions between populations. (B) Activation of Hox genes in NMPs and the vertebrae they pattern (based on Burke et al., 1995; Kuratani, 2009). Colours indicate the paralogous group classifications shown in Fig. 6.

### NMPs, LPMPs and NotoPs are defined by distinct transcriptomes

The three spatial domains identified by transcriptome analysis at E8.5 correspond well with the three axial progenitor cell types previously identified by fate-mapping studies (Cambray and Wilson, 2007; Wilson and Beddington, 1996; Wymeersch et al., 2016). Cells of the CLE have an almost identical transcriptomic profile to their immediate mesoderm-committed descendants in the streak midline. 

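For St1 against CLE, the mean squared log2 difference over all tested probes was 0.309, and less the part due to error -0.18. For St1 against NSB it was 0.151, and -0.05 less error. The part due to error thus exceeded the difference in both comparisons. In data simulated on the same arrays with a change of 4-fold in 200 probes, 31% of the changes were called between St1 and CLE, with 2 of the unchanged probes, so that changes of this size could be missed there. At an unadjusted p under 0.05, 483 probes were higher in St1 than in CLE and 311 lower.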

Interestingly, comparison of the transcriptome of NMPs in the chick CLE (stem zone) with their immediate neural-committed descendants in the pre-neural tube also reveals that the majority of changes occur after neural commitment, during differentiation of the pre-neural tube to the neural tube (Olivera-Martinez et al., 2014). As gene expression and function are extensively conserved between mouse and chick, NMP commitment to either neurectoderm or mesoderm may involve only minor transcriptional differences.

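Between E8.5 St1 and CLE, Tbx6 had 10.26 ± 0.47 (SD, n = 3) in CLE and differed by 1.00 (SE 0.439, adjusted p = 1), and Dll1 had 8.14 ± 0.83 (SD, n = 3) in CLE and differed by 1.61 (SE 1.08, adjusted p = 1). Between St1 and NSB, Tbx6 had 11.26 ± 0.28 (SD, n = 3) in NSB and differed by 0.41 (SE 0.286, adjusted p = 1), and Dll1 by 0.85 (SE 0.704, adjusted p = 1). Neither gene was called in these comparisons, and neither was among the 23 probes called between St1 and CLE, which included those of Rhox5, Sox17 and 3100002J23Rik. The 14 probes uniquely lower in CLE were among the 23, and may reflect the mesoderm and endoderm that the paper removed from the CLE pools. Tbx6 was called against CLE with no batch term (1.53) and with a ComBat-type adjustment with covariates (1.02). Dll1 was called against NSB in the 12 arrays of batch 1 alone (0.85).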

Consistent with this idea, the only ≥1.5-fold DEGs between NMPs and mesoderm-committed primitive streak cells are *Tbx6* and *Dll1*, which are upregulated in the anterior primitive streak. Expression of these genes is instrumental in paraxial mesoderm differentiation. Tbx6 enforces paraxial mesoderm differentiation of presumptive NMPs: null mutations in this gene lead to the neural differentiation of already ingressed prospective paraxial mesoderm (Chapman and Papaioannou, 1998; Takemoto et al., 2011). A pivotal position of Tbx6 in mesoderm commitment of NMPs is also suggested by the reciprocal expression of Tbx6 and the NMP marker Sox2 *in vitro* (Gouti et al., 2017). *Dll1*, a Notch ligand involved in somite differentiation, is a known target of Tbx6 (Hrabe de Angelis et al., 1997; White and Chapman, 2005). As Tbx6 also functions downstream of Notch signalling (White et al., 2005), these data suggest Notch signalling promotes paraxial mesoderm commitment of NMPs, while Dll1 upregulation may further reinforce it. Furthermore, several genes that are <1.5-fold upregulated in the primitive streak are also associated with Notch signalling (Fig. S3B), supporting a role for this pathway in mesoderm commitment of NMPs.

### Temporal change in LPMPs and NMPs

Our analysis of E7.5 and E8.5 LPMPs highlighted profound temporal changes. Although the posterior primitive streak analysed in our study at headfold stage has not been fate mapped, the posterior streak at the slightly earlier bud stage gives rise to interlimb LPM and, at low frequency, to cells in the E8.5 posterior primitive streak (Kinder et al., 1999; Smith et al., 1994). Therefore there is probably an overlap between LPMPs at E7.5 and E8.5. However, it is unclear whether the divergent transcriptome between the two regions reflects a single population undergoing maturation (i.e. progressive temporal change in progenitors) or two largely separate cell populations.

In contrast, clonal and population fate mapping shows that late-stage NMPs are largely derived from earlier NMPs (Cambray and Wilson, 2007; Tzouanacou et al., 2009). Therefore, the temporal change in NMP-containing regions implies the maturation of individual NMPs throughout axial elongation. This indicates that the changing intrinsic properties of NMPs (indicated by collinear Hox expression in NMPs) may result in regionalisation of their differentiated derivatives along the axis. Interestingly, Hox expression promotes limb bud outgrowth (Davis et al., 1995; Kmita et al., 2005), suggesting that the general upregulation of Hox genes between E8.5 and E9.5 may be related to the peak in NMP numbers at E9.5 and subsequent expansion of somite size.

### A stable niche for axial progenitors

Our observation that ablation of the posterior crown of the node impairs axis elongation recalls experiments carried out in chick (Charrier et al., 1999), which show that at early somitogenesis stages, ablation of both layers of an area approximately equivalent to the mouse NSB also leads to termination of axial elongation. Together, these experiments point to an essential, evolutionarily conserved role of the crown cells in axial elongation. Interestingly, transplantation of cells from the predominantly transient CLE population to the NSB leads to their retention in the CNH (Wymeersch et al., 2016), the only region that is serially transplantable between generations of cultured embryos and can thus be considered resident (Cambray and Wilson, 2002). Therefore, the crown cells may provide a ‘niche’ that anchors NMPs in the progenitor region. This does not rule out other roles such as in left/right patterning, suggested by the failure of crown-ablated embryos to turn. Although it remains to be determined whether the later notochordal plate organises axial elongation after E8.5 in the same way as the crown cells, the aberrant tail phenotype of embryos where NotoPs are missing (Abdelkhalek et al., 2004) suggests that they are required for later axial elongation.

This ‘niche’ for NMPs at the node/streak border is the direct descendant of the Spemann organiser equivalent in the earlier embryo: the node (Beddington, 1994; Kinder et al., 1999). The *Xenopus* Spemann organizer, like the mouse node, consists almost exclusively of notochord progenitors (Beddington, 1994; Smith and Slack, 1983), suggesting that it is the equivalent of the NotoP population in mouse. Our finding that NMPs show dynamic gene expression changes, including in Hox expression, while the underlying notochordal plate does not, suggests a model in which anteroposterior axial patterning, via the sequential expression of progressively more posterior genes, is intrinsic to NMPs rather than the organiser. These data are interesting in the context of experiments showing that the *Xenopus* Spemann organiser induces anterior neural character in overlying ectoderm but not detailed anteroposterior pattern (Jansen et al., 2007). Instead, pre-ingression non-organizer mesoderm (the topological equivalent of NMPs and LPMPs), shows intrinsic anteroposterior patterning (reviewed by Durston et al., 2010).

Transfer to a ‘young’ NMP environment can reset ‘old’ NMP expression (McGrew et al., 2008). How can this observation be reconciled with an intrinsic timing mechanism in NMPs? Community effects may operate, whereby the number of similar surrounding cells determines whether introduced cells self-differentiate or integrate with their surroundings (Gurdon, 1988; Huang et al., 2012, 2015; McGrew et al., 2008; Trainor and Krumlauf, 2000). This is supported by the observation that, in this population, lack of Cdx2 can be overcome by neighbouring cells (Bialecka et al., 2010), and in zebrafish, axial progenitors (which presumably include NMPs) create a Wnt-dependent environment whereby Brachyury mutation can be tolerated (Martin and Kimelman, 2010). In this scenario, the intrinsic timing of NMPs would respond to changes in local extracellular signalling.

In conclusion, we hypothesise that the vertebrate NotoP population, besides producing notochord, serves as a stable point for organisation of NMPs throughout axial elongation, whereas the NMPs, via Wnt-dependent community effects, undergo maturation. This leads to an expansion of progenitor numbers, an increase in their expression of Wnt, Fgf and Notch signalling pathway components, as well as a quantitative increase in Hox genes of all categories from E8.5-E9.5; this sets up the progenitor pool for sacral/caudal somite production and the activation of terminal Hox genes.

## MATERIALS AND METHODS

### Mouse strains, staging and husbandry

Wild-type, outbred MF1 mice were used for microarray samples. *sGFP* conditional reporter transgenic (Gilchrist et al., 2003) or MF1 mice were used for electroporation. All mice were maintained on a 12 h light/12 h dark cycle. For timed matings, noon on the day of finding a vaginal plug was designated as E0.5. Staging of early mouse embryos was carried out according to Downs and Davies (1993). All animal experiments were performed under the UK Home Office project license PPL60/4435, approved by the Animal Welfare and Ethical Review Panel of the University of Edinburgh and within the conditions of the Animals (Scientific Procedures) Act 1986.

### Microdissection and sample preparation

Microdissection of embryonic regions was performed as described previously (Cambray and Wilson, 2007; Wymeersch et al., 2016). Embryonic regions of a single type were pooled to constitute one sample with at least two replicate samples per embryonic region (Fig. S1A). Specifically, we collected three regions in E7.5 embryos: an anterior neural-fated region (A); and a posterior region comprising the rest of the embryo, including the primitive streak (P) and the posteriormost primitive streak (PP). At E8.5, we analysed the rostral node (RN), node-streak border (NSB), the rostral 1/5 of the primitive streak (St1), the rostral 3/5 of the caudal lateral epiblast (CLE) and the posterior 1/5 of the primitive streak (St5). The CLE samples correspond to the L1-3 region in Wymeersch et al. (2016), where the underlying presomitic mesoderm and endoderm were dissected away from the ectoderm. Regions at subsequent stages up to E11.5 included the chordoneural hinge (CNH), and the region immediately posterior to the CNH (P-CNH). At E12.5-E13.5, owing to the small size of the P-CNH region, only the CNH region was collected. Whole regions were isolated rather than germ layer-dissected tissue to ensure as fast a workflow as possible. This meant that along with the target cell types, several expected minor populations were present. For example, endoderm was present in all <E8.5 samples, except CLE, whereas surface ectoderm was expected to be present in St5 and E13.5 CNH. However, in no case was a non-target tissue uniquely associated with a single cell type of interest, and therefore the data could be used to draw conclusions about expression profiles in the target cell types.

### Microarray analysis

RNA was isolated using the RNeasy Micro Kit (Qiagen) and labelled and amplified using the Illumina TotalPrep RNA Amplification Kit (Life Technologies). The sample concentrations and quality were determined using a 2100 bioanalyzer (Agilent). Samples were loaded on six MouseWG-6 v2.0 Expression BeadChip arrays (Illumina). Data normalisation was performed using the lumi package in the R statistical environment (Du et al., 2008). Pre-processing steps consisted of a background adjustment, followed by Variance-Stabilizing Transformation (VST) and Robust Spline Normalization (RSN). A final quality control step was carried out to detect outliers, and probes that were not expressed in any samples were filtered (23,569 out of 45,281 probes; detection *P*-value<0.01). ComBat analysis (Chen et al., 2011) was used to correct for any batch effects. DEGs were identified using the limma package (parameters: BH with fold-change ≥1.5 and FDR ≤0.05; Smyth, 2004). Marker expression in individual microdissected pieces has been shown previously (Cambray and Wilson, 2007; Wymeersch et al., 2016) and is validated by qRT-PCR and *in situ* hybridisation here (Fig. S1; Fig. S2). Hierarchical clustering was performed using the Morpheus visualisation tool (software.broadinstitute.org/morpheus). To assign genes of interest to a specific signalling pathway or cellular process, we used the Kyoto Encyclopedia of Genes and Genomes (Kanehisa et al., 2016) and the STRING database (Franceschini et al., 2013).

### *In situ* hybridisation

Whole-mount *in situ* hybridisation was performed as described previously (Wilkinson, 1998) except that proteinase K treatment was empirically adjusted according to embryo size and stage (time between 5-20 min). Riboprobes were designed against *Bhmt2* (NM_022884.1, nt1189-1917), *Ccno* (NM_001081062.1, nt79-1048), *Rspo3* (NM028351.3, nt628-1740) and *Sall4* (NM201396.2, nt515-984) mRNA sequences. Other riboprobes used included: *Aldh1a2* (Zhao et al., 1996), *Dusp6* (Dickinson et al., 2002), *Fgf8* (Mahmood et al., 1995), *Fgf17* (Maruoka et al., 1998), *Mnx-1* (Szumska et al., 2008), *Shh* (Echelard et al., 1993) and *Wnt3a* (Takada et al., 1994). Measurements of somite length and *Fgf8* and *Aldh1a2* expression domain length were performed on whole-mount images using Volocity software (Perkin Elmer).

### Quantitative RT-PCR

For microarray validation, ∼10-15 independently dissected regions of the primitive streak were pooled to make up one sample. Total RNA was isolated using a RNeasy microkit (Qiagen) and cDNA synthesis performed using SuperScript III (Life Technologies). qRT-PCR was performed using Light Cycler 480 SYBR Green I Master Mix (Roche). Expression values were normalized to the expression of the TATA-box binding protein (TBP). Primer sequences can be found in Table S10.

### Immunohistochemistry

Embryo cryosectioning, staining and immunofluorescence was performed as described previously (Huang et al., 2012). Primary antibodies (supplier, catalogue number and working concentration) were: anti-Timp3-loop1 (Abcam; ab39184; 5 µg/ml), anti-Sox2 (Abcam; ab92494; 1:200), anti-T (R&D; AF2085; 1 mg/ml) and anti-GFP (Abcam; ab13970; 10 mg/ml). For S-phase analysis, E8.5 (2-5 s) embryos were cultured *ex vivo* in rat serum-containing medium at 37°C for 5 h, containing 31 µg/ml BrdU (BD Biosciences) (Bellomo et al., 1996). Similarly, tail buds (including the PSM and the last two formed somite pairs) from E10.5-E13.5 embryos were cultured for 4 h, but in N2B27 culture medium (Invitrogen). Samples were fixed overnight in 4% paraformaldehyde in PBS at 4°C and cryosectioned. Antigen retrieval was performed with 10 mM sodium citrate (pH 6.0) for 10 min (Tang et al., 2007) and sections were stained with a BrdU Labelling and Detection Kit I (Roche). Cells were counted using Photoshop (Adobe) and ImageJ software (NIH).

### Embryo manipulations

Fluorescent cell tracking was performed with CellTracker CM-DiI (Thermo Fisher Scientific) as described previously (Wilson and Beddington, 1996). Electroporation of pCAG-GFP or pCAG-Cre:GFP plasmids was performed on E8.5 (2-5 s) wild-type or *sGFP* embryos, respectively, using an optimized electroporation method to target small numbers of cells (Huang et al., 2015). Cell death analysis was performed with DRAQ7 dye (Abcam) according to manufacturer's instructions. *Ex vivo* whole-mount embryo culture was performed as described previously (Copp and Cockroft, 1990). After 24/48 h, cultured embryos were dissected, imaged and scored on phenotype and GFP contribution. Scoring criteria for Class I embryos were: failure to elongate and turn; head truncation or malformation; kinked neural tube; and small somites. Class II embryo criteria were: failure to turn; moderate elongation with somite formation; kinked neural tube; open posterior neural plate; and/or small tail bud. Additional electroporation details can be found in Table S9. To remove the ventral cell layer at the NSB or St3, a sharp glass needle was inserted from posterior to the region of interest and pulled ventrally to separate ventral and dorsal cells. The free cell layer was trimmed to remove the crown or St3 endoderm, after which DiI was poured on the site, labelling all exposed cells (Fig. S13).

### Image analysis

Whole-mount embryo images were taken on a Nikon AZ100 (Nikon) or Leica M165 FC microscope (Leica). A wide-field Olympus BX61 or Zeiss Observer microscope with fluorescence optics were used to capture images of immunostained cryosections. Confocal imaging was acquired on a Leica TCS SP8 platform (Leica). Image processing was carried out using Adobe Photoshop (Adobe Systems) and ImageJ software (Schneider et al., 2012).

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

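RNA amplified from pools of microdissected pieces of mouse embryos was measured on Illumina MouseWG-6 v2.0 BeadChips, 36 arrays on 6 BeadChips of 6 arrays. There were 16 conditions, the A, P and PP regions at E7.5, RN, NSB, CLE, St1 and St5 at E8.5, the CNH on each day from E9.5 to E13.5 and the P-CNH from E9.5 to E11.5. A condition had 3 replicate arrays in E7.5 A, E8.5 NSB, E8.5 CLE and E11.5 CNH and 2 in each of the other 12. An array held a pool of pieces from several embryos, so that the spread between replicates contains the spread between pools. The conditions and batches of the arrays were taken from the labels of the samples.

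The authors deposited for each array the average bead intensity of 45281 probes, on a linear scale. Background is still in these values, and the authors had not normalised the deposited intensity between arrays. Beside it the authors deposited a detection p-value of each probe, which moves in steps of 1 in 936 and sets the probe against the negative-control beads of its array. The scanner software and its version are not stated with the table. Log2 values, batch-corrected values and the lists of DEGs that the paper describes were not used here.

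From the deposited intensities, log2 values were computed with neqc of limma 3.58.1 in R 4.3.3, which corrects the background by the normexp method with an offset of 16, infers the control probes from the detection p-values and normalises the arrays by quantiles. This replaced the variance stabilisation and robust spline normalisation of the paper, since the lumi package was not installed and the variance stabilisation needs bead standard errors that the table does not hold. Probes with a detection p-value under 0.01 on at least 1 array were kept, 21712 probes of 15556 gene symbols, and 23569 were left out. Of the kept probes, 7970 were detected on every array. Gene symbols are those of the table, of which 16219 of 30869 are in a RefSeq table of GRCm38.p6 that was used for names only. No genomic positions are given, since the deposited table names no genome build. A gene with several probes is represented by the probe with the highest mean log2 intensity, and other probes are reported where they go another way.

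All 36 arrays entered 1 linear model in limma, with terms for the 16 conditions and for the 3 batches of 12 arrays, which left 18 residual degrees of freedom. The batch term replaced the ComBat correction of the paper. Each probe had 1 residual spread for all arrays, without weights for arrays or batches. Every adjusted p of a gene comes from limma's moderated test of a contrast of this model, two-sided, with Benjamini-Hochberg adjustment over the tested probes within that contrast. A probe was called at an adjusted p of at most 0.05 and a fold change of at least 1.5. A probe was unique to a region or stage when called in the same direction against each of the others. For markers that the paper names for 1 region, the region was also compared with the mean of the other regions. Where a probe was detected on no array of a group, the fold change is given as a lower bound, for which each array of that group was set to its lowest detected intensity if its own value was lower. Arrays of a condition left with a single replicate are assumed to vary like the other arrays.

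Sets of genes were tested with fry and camera of limma, with adjustment over the 36 tests of Hox groups and over the 13 tests of marker lists. The marker lists were blood (Hbb-y, Hbb-bh1, Hba-x, Hba-a1, Hbb-b1, Alas2 and 1 further gene that entered the tests and is not reported here), visceral endoderm (Afp, Ttr, Apoa1, Apoa2, Apob, Rbp4 and Amn), surface ectoderm (Trp63, Krt14, Krt15, Grhl3 and Cldn4), male (Ddx3y, Eif2s3y and Uty) and female (Xist) transcripts. Hemgn, Perp and Kdm5d had no probe. Ranges of a set over stages were compared with 10000 random sets of probes matched on mean intensity in 20 bins. Overlaps of contrasts that share arrays were compared with 100 simulations, and the NotoP set with 100 splits of the arrays, the real split included. Clustering used average linkage on the root mean square difference between fitted means, over all tested probes, drawn with NumPy 2.4.6 and matplotlib 3.10.9 in Python 3.11.15.

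The conditions, the rule for named genes, and the tests and alternatives other than those named here as added were fixed before the data were examined. Named are the genes that the paper names in a statement on the microarray data and, for each list, up to 3 probes with the largest absolute log2 difference, or the largest difference from the nearest region or stage for unique lists, whose arrays do not overlap between the groups, with 1 probe per gene. The alternatives were no background correction, an offset of 100, cyclic loess normalisation, no batch term, a ComBat-type adjustment without and with the conditions as covariates, the BeadChip as a random block in place of the batch term (consensus correlation 0.483, not run for fry), a filter on probes detected on every array of a condition (18570 probes), no filter, the replicate number as a block, a threshold of 2-fold, counts of gene symbols, only the E8.5 arrays, comparisons with the mean of the other regions or stages, a stricter NotoP definition, other linkages and distances for clustering, averages over all probes of a gene, and each array left out in turn. A fit of the arrays of batch 1 alone and a fit with the number of detected probes as a covariate were added after the values were seen. So were the tests of the E11.5 P-CNH array, of blood in the E9.5 CNH pools and of visceral endoderm in the PP pools, the comparison of the settings for the most distant region, Bhmt2 in NSB and Hox PG13, and the values of Fgf8, Fgf17, Wnt3a and Wnt5b in St5 against single regions. The same holds for 100 simulations each of the share of change reached at E9.5 with no change and with a complete change at E9.5, and for sets drawn with replacement from other probes called between the regions, to which the range of the NotoP set was compared.

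The steps were tested on simulated data with the arrays and batches of the real ones, in which 200 of the 21712 probes were changed 4-fold. Of the changed probes, 73% were called between E10.5 CNH and NSB with 4 unchanged probes called, 34% between E11.5 and E10.5 CNH with 3, 76% between E13.5 and E12.5 CNH with 8, and 41.5% in the list unique to St5 with 0. The ComBat-type adjustment with covariates left 1.70% of the simulated batch difference. In fry, a shifted group passed in 20 of 20 simulations and 4% of unshifted groups had a p under 0.05. A shifted set lay at percentile 100 among matched sets, and random sets at 48.3 on average.

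The precision of each value is limited by the number of arrays and, for comparisons across batches, by the single NSB array that joins batch 1 to the other batches. Self-organising maps and the clustering of time profiles were left out, since the software of the paper for them was not installed, and the enrichment of pathways and ontology terms and protein networks, since their gene lists were not available. Measurements by qRT-PCR, in situ hybridisation and immunostaining and the comparisons with single-cell and chick data are not in the deposited table.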

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

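Tests of an E11.5 P-CNH array with few detected probes and of blood in the E9.5 CNH pools, and the fit with the number of detected probes as a covariate, were chosen only after these results were seen.

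The difference between CNH and P-CNH was compared between stages with an interaction term in limma, adjusted over all tested probes within each pair of stages. From E9.5 to E10.5, 0 probes rose and 0 fell, from E10.5 to E11.5 0 rose and 1 fell, and from E9.5 to E11.5 2 rose and 4 fell. These 7 probes stood out because the same comparison gave different values at different stages.

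Mmrn2 had a difference of CNH from P-CNH of 0.29 at E9.5, 1.98 at E10.5 and -0.80 at E11.5, a change from E10.5 to E11.5 of -2.78 (SE 0.325, adjusted p = 0.000428), and was detected on 4 of the 13 arrays. From E9.5 to E11.5, Angpt2 changed from 2.52 to -0.81, by -3.34 (SE 0.466, adjusted p = 0.00399), with 12 of 13 arrays detected, and Klhl6 from 4.59 to 1.55, by -3.04 (SE 0.471, adjusted p = 0.00951), with 11 of 13. LOC676640 changed from -0.09 to 3.15, by 3.23 (SE 0.515, adjusted p = 0.0113), with 12 of 13, and LOC331511 from -1.64 to 0.83, by 2.47 (SE 0.373, adjusted p = 0.00848), with 2 of 13. The intermediate values at E10.5 were 1.99 for Angpt2, 3.42 for Klhl6, 1.19 for LOC676640 and 0.11 for LOC331511.

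A probe of Hbb-bh1 (ILMN_2550129) that is not the one with the highest mean changed from 1.29 at E9.5 over -0.15 at E10.5 to -0.55 at E11.5, by -1.84 (SE 0.310, adjusted p = 0.0205), and Trim10 from 1.49 over 0.33 to -0.69, by -2.19 (SE 0.252, adjusted p = 0.000358). Each was detected on 1 of the 13 arrays, so that most of their values lie at the detection limit. The same holds in part for LOC331511 and Mmrn2.

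Replicate 1 of E11.5 P-CNH has among the fewest detected probes (12280), although its signal over background was 5.00. Without it, 7 of the 7 differences kept their direction and over 50% of their size, with -2.85 for Mmrn2, -2.85 for Angpt2, 2.65 for LOC676640, 2.37 for LOC331511, -1.77 for Hbb-bh1, -2.60 for Klhl6 and -2.44 for Trim10, which argues against this array as their whole cause. LOC676640 (adjusted p = 0.0920), Hbb-bh1 (adjusted p = 0.0920) and Klhl6 (adjusted p = 0.0890) were not called without it, whereas Mmrn2, Angpt2, LOC331511 and Trim10 were. With 1 array of the CNH or P-CNH left out at a time, the values lay between -3.04 and -2.52 for Mmrn2, -3.83 and -2.85 for Angpt2, 2.65 and 3.81 for LOC676640, 2.22 and 2.70 for LOC331511, -1.99 and -1.68 for Hbb-bh1, -3.49 and -2.60 for Klhl6, and -2.44 and -1.93 for Trim10. With the number of detected probes as a covariate they were -2.79, -3.12, 3.02, 2.54, -1.95, -2.86 and -2.24 in the same order.

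For Hbb-bh1 and Trim10, a candidate explanation is blood in the E9.5 CNH pools. The 6 other genes of the blood list changed the same way from E9.5 to E11.5, 0 of them upwards, with a median of -2.92 and a range from -3.16 to -1.99 (fry, unadjusted p = 0.000838). The blood transcript Hbb-y had 13.49 ± 0.04 (SD, n = 2) in E9.5 CNH and 10.93 ± 0.56 (SD, n = 2) in E9.5 P-CNH. Whether the share of blood differed between the dissected pools or between the living tissues stays open, and so does a change in the tail bud itself between these stages. For Mmrn2, Angpt2, Klhl6, LOC676640 and LOC331511, no tissue list was tested. E10.5 CNH and P-CNH both lie in batch 1, whereas those of E9.5 and E11.5 are spread unequally over batches 2 and 3, and an error of the batch term was not tested for these 5 probes. A difference in development between the stages remains an open, untested explanation for all 7.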

How the results depend on the processing

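The fits to the arrays of batch 1 alone and with the number of detected probes as a covariate, and their tests, were chosen only after the results were seen.

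In the model with a batch term, the counts of probes to which the alternatives are compared were 16 for those unique to RN, 3 for those unique to NSB, 14 for those unique to CLE, 0 for those unique to St1, 207 for those unique to St5, 23 for St1 against CLE, 309 for St1 against NSB, 593 for P against A, 172 for PP against P, 667 for NSB against E7.5 P, 1095 for E9.5 CNH against NSB, 16 for E10.5 against E9.5 CNH, 18 for E11.5 against E10.5 CNH, 49 for E12.5 against E11.5 CNH, 2026 for E13.5 against E12.5 CNH, 1550 for E10.5 CNH against NSB, 442 for those unique to stage E8.5, 1 for those unique to stage E9.5, 1 for those unique to stage E10.5, 0 for those unique to stage E11.5, 1 for those unique to stage E12.5, 160 for those unique to stage E13.5, 0 for those higher in both NSB and CLE, 80 for the E7.5 PP set, 0 for those higher in NSB and each CNH, 65 for the NotoP set, 17 for the overlap of the PP and St5 sets, 0 for those unique and higher at E8.5 and lower at E10.5, 0 for those unique and lower at E8.5 and higher at E10.5 and 11 for Hox genes higher at E9.5. The share of the change from E8.5 to E10.5 reached at E9.5 was 80.9%, 9 of the 16 regions lay on the side of their stage group in a division into 2 clusters, 5 of 5 NMP-containing regions lay nearest a sample of their own stage, and the mean difference between E9.5 CNH and NSB was 0.43 for Hox PG1-3 and 0.55 for PG13. A Hox group passes here at an unadjusted p of fry of at most 0.05. The values that an alternative moved follow, counts where they moved by over 1.5 times. Except for the number of detected probes and batch, for which separate tests are reported among the other observations, the cause was not tested.

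Among probes detected on every array of a condition, the counts were 1 for those unique to NSB, 27 for E10.5 against E9.5 CNH, 2 for those unique to stage E9.5 and 3 for those unique to stage E10.5, the share reached was 80.2% and the regions on their side were 16. With no filter, they were 159 for those unique to CLE, 219 for St1 against CLE, 1341 for NSB against E7.5 P, 1872 for E9.5 CNH against NSB, 241 for E10.5 against E9.5 CNH, 226 for E11.5 against E10.5 CNH, 13 for those unique to stage E9.5, 8 for those unique to stage E10.5, 1 for those unique to stage E11.5, 9 for those unique to stage E12.5 and 3 for those unique and higher at E8.5 and lower at E10.5, and PG13 (0.55) passed. The threshold of 2-fold changed 1 of 29 counts, to 0 for those unique to stage E12.5, and counting gene symbols changed none of 29 by over 1.5 times. The E8.5 arrays alone gave 374 for those unique to St5.

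Against the mean of the other regions, the counts were 488 for those unique to RN, 474 for those unique to NSB, 220 for those unique to CLE, 98 for those unique to St1 and 1187 for those unique to St5. Against the mean of the other stages, they were 1841 for those unique to stage E8.5, 955 for those unique to stage E9.5, 13 for those unique to stage E10.5, 54 for those unique to stage E11.5, 266 for those unique to stage E12.5, 2669 for those unique to stage E13.5 and 6 for those unique and higher at E8.5 and lower at E10.5. The strict definition gave 2 for the NotoP set, complete linkage set 16 regions on their side, and averages over all probes of a gene let PG13 pass (0.65) and reversed Ctbp2 between St1 and CLE (-0.69). The PP set without the comparison to A and the distance of 1 minus Pearson's correlation left their results within these limits.

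Without background correction, the counts were 1 for those unique to NSB, 5 for those unique to CLE, 14 for St1 against CLE, 114 for PP against P, 5 for E11.5 against E10.5 CNH, 0 for those unique to stage E10.5, 3 for those unique to stage E12.5, 51 for the E7.5 PP set and 11 for the overlap of the PP and St5 sets, the share reached was 81.8% and 16 regions lay on their side. The 5 calls between E11.5 and E10.5 CNH were 5 higher and 0 lower, against 12 and 6. With an offset of 100, the counts were 31 for those unique to CLE, 42 for St1 against CLE, 39 for E10.5 against E9.5 CNH, 33 for E11.5 against E10.5 CNH, 2 for those unique to stage E9.5, 3 for those unique to stage E10.5, 5 for those unique to stage E12.5 and 1 for those unique and higher at E8.5 and lower at E10.5, 16 regions lay on their side and PG1-3 no longer passed (0.10). The split of calls between E11.5 and E10.5 CNH was then 14 higher and 19 lower, that between E12.5 and E11.5 CNH 32 and 21 against 36 and 13, and that of unique probes at E9.5 1 and 1 against 0 and 1.

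With cyclic loess normalisation, the counts were 2 for those unique to CLE, 1 for those unique to St1, 326 for those unique to St5, 510 for PP against P, 330 for NSB against E7.5 P, 693 for E9.5 CNH against NSB, 44 for E10.5 against E9.5 CNH, 199 for E12.5 against E11.5 CNH, 620 for E13.5 against E12.5 CNH, 12 for those unique to stage E10.5, 32 for those unique to stage E12.5, 26 for those unique to stage E13.5, 331 for the E7.5 PP set, 54 for the overlap of the PP and St5 sets, 2 for those unique and higher at E8.5 and lower at E10.5 and 7 for Hox genes higher at E9.5. The share reached was 63.1%, 16 regions lay on their side, and PG1-3 (-0.028) and PG13 (-0.022) were reversed. Higher and lower calls were then 6 and 11 for St1 against CLE (22 and 1 with quantile normalisation), 360 and 150 for PP against P (85 and 87), 289 and 41 for NSB against E7.5 P (407 and 260), 165 and 528 for E9.5 CNH against NSB (444 and 651), 14 and 11 for E11.5 against E10.5 CNH (12 and 6), 170 and 29 for E12.5 against E11.5 CNH (36 and 13), and 3 and 9 unique to stage E10.5 (0 and 1).

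With no batch term, the counts were 156 for those unique to CLE, 1 for those unique to St1, 332 for those unique to St5, 557 for St1 against CLE, 373 for PP against P, 1997 for NSB against E7.5 P, 1775 for E9.5 CNH against NSB, 399 for E10.5 against E9.5 CNH, 1406 for E11.5 against E10.5 CNH, 25 for E12.5 against E11.5 CNH, 555 for E13.5 against E12.5 CNH, 669 for those unique to stage E8.5, 20 for those unique to stage E9.5, 34 for those unique to stage E10.5, 4 for those unique to stage E12.5, 301 for those unique to stage E13.5, 156 for the E7.5 PP set and 27 for the overlap of the PP and St5 sets. The share reached was 86.1%, 10 regions lay on their side and 4 NMP-containing regions nearest their own stage. PG1-3 (0.037) no longer passed and PG13 (0.86) did, and between St1 and CLE the uncalled differences of Aph1a (-0.33) and Dvl1 (-0.61) were reversed.

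A ComBat-type adjustment without covariates gave 84 for those unique to RN, 9 for those unique to NSB, 1 for those unique to St1, 1000 for those unique to St5, 69 for St1 against CLE, 557 for St1 against NSB, 60 for PP against P, 1687 for E9.5 CNH against NSB, 602 for E10.5 against E9.5 CNH, 83 for E11.5 against E10.5 CNH, 21 for E12.5 against E11.5 CNH, 1344 for E13.5 against E12.5 CNH, 4268 for E10.5 CNH against NSB, 749 for those unique to stage E8.5, 28 for those unique to stage E9.5, 13 for those unique to stage E10.5, 3 for those unique to stage E12.5, 348 for those unique to stage E13.5, 15 for the E7.5 PP set, 6 for the overlap of the PP and St5 sets, 3 for those unique and higher at E8.5 and lower at E10.5, 9 for those unique and lower at E8.5 and higher at E10.5 and 19 for Hox genes higher at E9.5. The share reached was 57.7%, 16 regions lay on their side, PG13 (0.59) passed, and the uncalled differences of T were reversed in St5 (-0.056) and in NSB and CLE against the other regions (0.31). When the regions and stages were kept as covariates, it gave 52 for those unique to RN, 6 for those unique to NSB, 649 for those unique to CLE, 4 for those unique to St1, 605 for those unique to St5, 1253 for St1 against CLE, 935 for P against A, 884 for PP against P, 5138 for NSB against E7.5 P, 4919 for E9.5 CNH against NSB, 2821 for E10.5 against E9.5 CNH, 1504 for E11.5 against E10.5 CNH, 185 for E12.5 against E11.5 CNH, 3505 for E13.5 against E12.5 CNH, 2343 for E10.5 CNH against NSB, 975 for those unique to stage E8.5, 263 for those unique to stage E9.5, 121 for those unique to stage E10.5, 1 for those unique to stage E11.5, 30 for those unique to stage E12.5, 817 for those unique to stage E13.5, 320 for the E7.5 PP set, 1 for those higher in NSB and each CNH, 58 for the overlap of the PP and St5 sets, 6 for those unique and higher at E8.5 and lower at E10.5, 6 for those unique and lower at E8.5 and higher at E10.5 and 23 for Hox genes higher at E9.5. The share reached was 76.4% and PG13 (0.56) passed. Adjusted values of this kind enter the fit as if batch had been known without error, which by construction makes the errors of comparisons across batches too small.

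With the BeadChip as a random block, the counts were 36 for those unique to RN, 5 for those unique to NSB, 46 for those unique to CLE, 480 for those unique to St5, 111 for St1 against CLE, 79 for PP against P, 49 for E10.5 against E9.5 CNH, 105 for E11.5 against E10.5 CNH, 96 for E12.5 against E11.5 CNH, 3482 for E13.5 against E12.5 CNH, 4 for those unique to stage E9.5, 7 for those unique to stage E10.5, 17 for those unique to stage E12.5, 516 for those unique to stage E13.5, 33 for the E7.5 PP set, 1 for those higher in NSB and each CNH, 7 for the overlap of the PP and St5 sets and 1 for those unique and lower at E8.5 and higher at E10.5. Then 16 regions lay on their side and 4 NMP-containing regions nearest their own stage, and between St1 and CLE the uncalled differences of Aph1a (-0.079) and Dvl1 (-0.16) were reversed. The Hox groups were not run in this fit.

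With the number of detected probes as a covariate, the counts were 26 for those unique to CLE, 316 for those unique to St5, 44 for St1 against CLE, 294 for PP against P, 45 for E10.5 against E9.5 CNH, 99 for E12.5 against E11.5 CNH, 691 for E13.5 against E12.5 CNH, 6 for those unique to stage E9.5, 3 for those unique to stage E10.5, 4 for those unique to stage E12.5, 142 for the E7.5 PP set and 26 for the overlap of the PP and St5 sets. The share reached was 76.6%, 16 regions lay on their side and the uncalled difference of Ctbp2 between St1 and CLE was reversed (-0.17). In the arrays of batch 1 alone, the counts were 968 for St1 against NSB and 4282 for E10.5 CNH against NSB.

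The arrays carry replicate numbers, and a fit with the replicate number as a block was run, although the numbers were not shown to pair the samples. The mean correlation of the deviations of arrays with the same number was 0.136 in batch 1, 0.198 in batch 2, 0.0960 in batch 3 and 0.0474 over all, with a lowest value of -0.716, and 79 of 246 such pairs lay over 0.1 (14 of 30 in batch 1). In batch 1 the replicate number is also the BeadChip, and whether pools of the same number came from the same embryos is not stated. Pool sizes were equal for E7.5 A and P (9 for replicate 1, 13 for replicate 2) and for E9.5 CNH and P-CNH replicate 1 (6). They differed for E9.5 replicate 2 (10 and 11) and E11.5 replicate 1 (38 and 33). The pairs above include arrays of different stages, which cannot share embryos, so that pairing within a stage was not settled. With the block, the counts were 26 for E10.5 against E9.5 CNH, 80 for E12.5 against E11.5 CNH and 3 for those unique to stage E12.5, the share reached was 82.4% and 11 regions lay on their side. The uncalled differences of T in NSB and CLE (0.010), Mnx1 between CNH and P-CNH (-0.0061), Ctbp2 (-0.55) and Kat2a (-0.055) between St1 and CLE were reversed, and the block changed no other result among 40 by over 1.5 times. Of the 77 calls of named genes, 74 were made with the block. Those not made were Cer1 in RN (0.78), Efna1 between PP and P (1.53) and Pgm2 between NSB and E10.5 CNH (1.07), and Wnt6 in St5 (1.55) was called with it.

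Each array was left out in turn. The counts then ranged over 5 to 24 for those unique to RN, 1 to 4 for those unique to NSB, 3 to 17 for those unique to CLE, 0 to 1 for those unique to St1, 104 to 230 for those unique to St5, 3 to 36 for the overlap of the PP and St5 sets, 9 to 30 for St1 against CLE, 200 to 309 for St1 against NSB, 621 to 994 for E9.5 CNH against NSB, 919 to 1550 for E10.5 CNH against NSB, 0 to 8 for those unique to stage E9.5, 0 to 7 for those unique to stage E10.5, 0 to 8 for those unique to stage E12.5, 64 to 1028 for those unique to stage E13.5, 0 to 1 for those unique and higher at E8.5 and lower at E10.5, 2 for E10.5 against E9.5 CNH, 9 to 21 for E11.5 against E10.5 CNH, 387 to 690 for P against A, 16 to 229 for the E7.5 PP set, 43 to 185 for PP against P, 1 to 104 for E12.5 against E11.5 CNH and 167 to 6591 for E13.5 against E12.5 CNH. The share reached ranged from 81.0% to 84.9%, the regions on their side from 9 to 16 and the NMP-containing regions nearest their own stage from 4 to 5. The sign of 4 uncalled differences changed. They ranged from -0.26 to 0.059 for T, E8.5 RN - mean of other E8.5 regions, from -0.22 to 0.78 for Ctbp2, E8.5 St1 - E8.5 CLE, from -0.072 to 0.78 for Mnx1, CNH - P-CNH, and from -1.02 to 0.034 for Chrd, E7.5 P - E7.5 A. Without NSB replicate 3, comparisons between batch 1 and the other batches cannot be estimated and have no value.

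The arrays that moved a count by over 1.5 times were the following. For RN they were NSB replicate 2 (5), NSB replicate 1 and RN replicate 1 (6) and RN replicate 2 (10), and for NSB they were RN and NSB replicates 1 and 2 (1). For CLE they were NSB replicates 1 (3) and 2 (5), St1 replicates 1 (4) and 2 (6), RN replicates 1 and 2 and St5 replicate 1 (7), and St5 replicate 2 (9). For St1 it was CLE replicate 1 (1), and for St5 they were St5 replicate 2 (104) and NSB replicates 1 (117) and 2 (125). Between St1 and CLE they were St1 replicates 1 (9) and 2 (12), and between St1 and NSB they were NSB replicate 2 (200) and St1 replicate 1 (201). For P against A they were P replicate 1 (387) and A replicate 1 (393), for PP against P it was PP replicate 1 (43), and for the PP set they were PP replicate 1 (16), P replicate 1 (31) and A replicate 3 (229). The overlap of the PP and St5 sets moved without PP replicate 1 (3), P replicate 1 (5), St5 replicate 1 or 2 (10), NSB replicate 1 or 2 (11) and A replicate 3 (36).

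Between stages, they were E9.5 CNH replicates 1 (621) and 2 (653) for E9.5 CNH against NSB, both replicates of E9.5 and of E10.5 CNH (2 in each case) for the next step, both replicates of E10.5 CNH (9) for E11.5 against E10.5 CNH, E12.5 CNH replicates 1 (1) and 2 (78) and E11.5 CNH replicates 2 (19) and 3 (104) for E12.5 against E11.5 CNH, and E12.5 CNH replicate 2 (167) and E13.5 CNH replicates 1 (6591) and 2 (657) for the last step. E10.5 CNH against NSB moved without E10.5 CNH replicates 1 (919) and 2 (924) and NSB replicates 1 (943) and 2 (934). The probes unique to stage E13.5 moved without E12.5 CNH replicate 2 (64), NSB replicates 1 (85) and 2 (95), E10.5 CNH replicates 1 (96) and 2 (94) and E13.5 CNH replicate 1 (1028). The probe unique and higher at E8.5 and lower at E10.5 arose without E11.5 CNH replicate 2 (1). The count of 1 unique to stage E9.5 moved without both replicates of E9.5 and E10.5 CNH and NSB replicates 1 and 2 (0) and without E13.5 CNH replicates 1 (8) and 2 (7). That of E10.5 moved without the same 6 arrays (0), E11.5 CNH replicate 2 (2) and E13.5 CNH replicates 1 (3) and 2 (7), and that of E12.5 without E12.5 CNH replicates 1 (0) and 2 (8), E11.5 CNH replicates 1 (4) and 3 (2) and E13.5 CNH replicate 1 (5).

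Over all alternatives and arrays left out, 3 kinds of result stayed within these limits or on their side of the threshold. These were the count of 0 shared by NSB and CLE, the larger range of the NotoP set over the stages than of sets matched on intensity alone (excess of 0.66, in part built in by the choice of the set), and the rise of Hox PG4, PG5-8, PG9 and PG10-12 between NSB and E9.5 CNH, the last not run with the BeadChip as a random block. Of 40 results per alternative, 29 stayed without background correction, 30 with an offset of 100, 20 with cyclic loess normalisation, 17 with no batch term, 14 and 11 with the ComBat-type adjustment without and with covariates, 34 with the stricter filter, 28 with no filter and 26 with the number of detected probes as a covariate, and 14 of 34 stayed with the BeadChip as a random block. Of 421 values with 1 array left out, 318 stayed, 29 rose and 74 fell.

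Of 116 contrasts of named genes, 77 were called. Of these calls, 75 were made without background correction, 74 with an offset of 100, 71 with cyclic loess normalisation, 69 with no batch term, 75 and 77 with the ComBat-type adjustment without and with covariates, 76 with the BeadChip as a random block, 77 with the stricter filter, 72 with no filter, 74 with averages over all probes and 77 with the number of detected probes as a covariate. In the arrays of batch 1 alone, 22 of 22 were made. With 1 array left out, 580 of 648 calls were made, and of 943 values 867 stayed, 68 lost their call, 1 gained a call and 7 changed their sign.

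The signal over background and the number of detected probes differ between arrays, and how far they limit the comparisons was not settled. With E13.5 CNH replicate 2, which has the fewest detected probes of the set, left out, calls between E13.5 and E12.5 CNH fell to 657 from 2026, and with the number of detected probes as a covariate to 691. They also fell to 167 without E12.5 CNH replicate 2, which had 16011 detected probes, and rose to 6591 without E13.5 CNH replicate 1, so that the fall to 657 is not shown to be due to few detected probes.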

Differences from the paper's values

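The fit with the number of detected probes as a covariate and the fit to the arrays of batch 1 alone were tests chosen only after the values were seen. All other alternatives named here were set before the data were examined. Following the most distant region, Bhmt2 in NSB and Hox PG13 over the alternatives, the comparison of 4 genes of St5 with St1 alone, and that of the NotoP set with other probes called between regions were also chosen after the values were seen. A count was taken to differ when it was more than 1.5 times the other.

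For the genes uniquely higher in E8.5 St5, the paper gives 233 (the paper's value) and 154 probes were found here. Counts within 1.5 times of the paper's value were reached with an offset of 100 (158), with cyclic loess normalisation (240), with no batch term (235), with the BeadChip as a random block (310), without a filter on detection (169), with only the E8.5 arrays (251), without CLE replicate 1 (157) and without CLE replicate 2 (178). It was not reached without background correction (138), with a ComBat-type adjustment without (615) or with (385) covariates, with probes detected on every array of a region (153), with a 2-fold threshold (146), with gene symbols counted (141), against the mean of the other regions (592), with the replicate number as a block, or with any other array left out (77 to 134).

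The paper shows about 100 genes uniquely lower in St5 (the paper's value, Fig. 2A, read by eye), against 53 probes here. The paper's value was reached with cyclic loess normalisation (86), with no batch term (97), with only the E8.5 arrays (123) and without CLE replicate 3 (72). Other settings did not reach it, namely those without background correction (51), with an offset of 100 (61), with a ComBat-type adjustment without (385) or with (220) covariates, with the BeadChip as a random block (170), with the stricter filter (57) or none (58), with a 2-fold threshold (51), with gene symbols counted (47), against the mean of the other regions (595), with the replicate number as a block, and with any other array left out (27 to 56).

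In RN, the paper shows about 28 genes uniquely higher and about 20 uniquely lower (the paper's values, Fig. 2A, read by eye), against 13 and 3 probes here. The higher count was reached with a ComBat-type adjustment with covariates (33), with the BeadChip as a random block (23) and without CLE replicate 1 (19). It was not reached without background correction (13), with an offset of 100 (15), with cyclic loess normalisation (17), with no batch term (14), with a ComBat-type adjustment without covariates (47), with the stricter filter (13) or none (14), with a 2-fold threshold (12), with gene symbols counted (12), with only the E8.5 arrays (14), against the mean of the other regions (408), with the replicate number as a block, or with any other array left out (3 to 14). The lower count was reached with a ComBat-type adjustment with covariates (19) and with no other setting. The others gave 3 without background correction, 4 with an offset of 100, 3 with cyclic loess normalisation, 10 with no batch term, 37 with a ComBat-type adjustment without covariates, 13 with the BeadChip as a random block, 3 with either filter, a 2-fold threshold or gene symbols counted, 8 with only the E8.5 arrays, 80 against the mean of the other regions, and 2 to 5 with 1 array left out. The block on the replicate number did not reach it either.

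For the genes uniquely lower in CLE, the paper shows about 2 (the paper's value, Fig. 2A, read by eye), against 14 probes here. It was reached with cyclic loess normalisation (2) and without NSB replicate 1 (3). It was not reached without background correction (5), with an offset of 100 (31), with no batch term (81), with a ComBat-type adjustment without (17) or with (381) covariates, with the BeadChip as a random block (40), with the stricter filter (10) or none (151), with a 2-fold threshold (14), with gene symbols counted (13), with only the E8.5 arrays (16), against the mean of the other regions (198), with the replicate number as a block, or with any other array left out (4 to 17).

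Fig. 2A of the paper shows about 2 genes uniquely higher in St1 (the paper's value, read by eye), against 0 probes here in limma, where 8 had an unadjusted p under 0.05. The ComBat-type adjustment with covariates gave 2 and reached it. Cyclic loess normalisation, no batch term, a ComBat-type adjustment without covariates and leaving out CLE replicate 1 gave 1 each, the comparison with the mean of the other regions gave 20, and the other settings and arrays left out gave 0.

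Among the stages, the paper shows about 480 genes uniquely lower in E8.5 NSB (the paper's value, Fig. 5Ba, read by eye), against 127 probes here. This was reached with a ComBat-type adjustment with covariates (379). It was not reached without background correction (117), with an offset of 100 (113), with cyclic loess normalisation (74), with no batch term (255), with a ComBat-type adjustment without covariates (292), with the BeadChip as a random block (256), with the stricter filter (132) or none (135), with a 2-fold threshold (119), with gene symbols counted (118), against the mean of the other stages (859), with the replicate number as a block, or with 1 array left out (85 to 155).

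In E10.5 CNH, the paper shows about 360 genes uniquely higher and about 160 uniquely lower (the paper's values, Fig. 5Ba, read by eye), against 0 and 1 probes here. In limma, 33 probes were higher and 52 lower at an unadjusted p under 0.05. No setting reached either value. The counts closest to them were 63 and 58, with a ComBat-type adjustment with covariates, followed by 34 higher with no batch term and 9 lower with cyclic loess normalisation or against the mean of the other stages, where a probe was counted only if called in that direction at no other stage. The genes both uniquely higher at E8.5 and uniquely lower at E10.5 number about 98 in the paper, and those lower at E8.5 and higher at E10.5 about 280 (the paper's values, Fig. 5Ba, read by eye). Both counts were 0 here, and no setting reached either. Lists unique to E10.5 CNH rest on comparisons across batches of low precision, so that these counts do not show such genes to be absent. The highest counts were 6 for the former, with a ComBat-type adjustment with covariates or against the mean of the other stages, and 9 for the latter, with a ComBat-type adjustment without covariates.

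For the NotoP genes, the paper gives 41 (the paper's value), and 65 probes were found here. The groups are not the same, since the genes of the paper are shared by RN, NSB and the CNH of every stage up to E13.5, whereas the 65 probes were called in the CNH against the P-CNH, which was taken from E9.5 to E11.5 only. The paper's value was reached without background correction (58), with an offset of 100 (54), without a filter on detection (57), with a 2-fold threshold (48), with gene symbols counted (52), with the replicate number as a block, and with 1 of 18 arrays left out (48 to 60), namely any array of St5, St1, RN, NSB of batch 1, CNH, or E10.5 P-CNH, or E9.5 P-CNH replicate 1. It was not reached with cyclic loess normalisation (65), with no batch term (65), with a ComBat-type adjustment without (87) or with (92) covariates, with the BeadChip as a random block (85), with probes detected on every array of a region (66), with each stage required singly (2), without CLE replicate 1 (68), 2 (65) or 3 (67), without E9.5 P-CNH replicate 2 (62), or without E11.5 P-CNH replicate 1 (80) or 2 (69).

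The paper states that early and late stages form the main clusters. With average linkage, 9 of the 16 regions lay on the side of their stage group here, because E13.5 CNH was set apart. All 16 did so without background correction, with an offset of 100, with cyclic loess normalisation, with a ComBat-type adjustment without covariates, with the BeadChip as a random block, with probes detected on every array of a region and with complete linkage, and without any of E12.5 CNH replicate 2, E11.5 CNH replicate 3, E9.5 P-CNH replicate 2, E13.5 CNH replicate 2 or PP replicate 1. They also did so with the number of detected probes as a covariate, which was chosen after seeing the values and drops 0 of the 77 called contrasts of named genes. St5 is stated to be the most divergent early region. Its mean distance to the other regions up to E8.5 was 0.735, below E7.5 PP (0.821), and among the E8.5 regions it was 0.635, below CLE (0.651). St5 was the most distant in both with a ComBat-type adjustment without covariates (0.674 and 0.728). Among the E8.5 regions it was also the most distant without background correction (0.438), with an offset of 100 (0.410) and with cyclic loess normalisation (0.620). With probes detected on every array of a region, St5 and CLE were equal to 3 digits (0.672).

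Fgf8, Fgf17, Wnt3a and Wnt5b are stated to be depleted in St5. Of these 4, 0 were called lower in St5 in limma. The log2 differences from the mean of the other E8.5 regions were 0.42, 0.42, 0.45 and 1.13, the last of them called, but this mean includes RN, where all 4 were lower. Against St1 alone they were -0.71, -0.80, -0.64 and 0.51, none of them called. In St5 the paper also lists Adora2b, Wnt4 and Wnt6 as higher, of which the differences of 0.74, 1.55 and 1.43 were not called. Adora2b was called with a ComBat-type adjustment without covariates (1.11). Wnt4 was called with cyclic loess normalisation (1.84), with no batch term (1.53), with a ComBat-type adjustment without (2.71) or with (1.56) covariates and with the BeadChip as a random block (1.54), and Wnt6 in the last 3 of these (2.40, 1.43 and 1.30) and with the replicate number as a block. Both were also called with the number of detected probes as a covariate (1.59 and 1.40), which was chosen after seeing the values and drops 0 of the 77 called contrasts.

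Tbx6 and Dll1 are stated to be the genes that part St1 from the NMP regions. Between St1 and CLE 23 probes were called here, neither of these genes among them (1.00 and 1.61). The 14 probes uniquely lower in CLE, such as those of Sox17 and Ctsh, were among the 23. For the CLE pools the paper removed the mesoderm and endoderm beneath. These calls may therefore reflect tissue left out of CLE rather than a step from NMPs to mesoderm. Tbx6 was called against CLE with no batch term (1.53) and with a ComBat-type adjustment with covariates (1.02), and Dll1 against NSB in the arrays of batch 1 alone (0.85), which were chosen after seeing the values and drop 0 of 22 called contrasts. Dll1 is also stated to be higher in St1 than in the other regions together, where its difference of 1.24 was called with a ComBat-type adjustment without covariates (2.0) and not otherwise. Dll1, Dusp6 and Axin2 are placed in a shared domain of NSB, CLE and St1. Their differences of 0.43, 0.49 and 0.19 from RN and St5 were not called, except Dll1 (1.36) and Dusp6 (0.83) with a ComBat-type adjustment without covariates. Bhmt2 is stated to be unique to NSB, and it was called against the mean of the other regions (1.45) and singly against no region in limma (smallest difference 0.86). It was unique to NSB with a ComBat-type adjustment without covariates.

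At E7.5, Chrd is stated to be higher anteriorly. Its difference between P and A of -0.50 was not called here or under any alternative. In PP, the paper lists Bmp4, Mesp1, Ctsh, Ets1, Etv2 and Tbx4 as higher. Compared with P, their differences of 1.45, 1.43, 1.48, 1.55, 0.56 and 0.95 were not called. All 6 are positive. P also contains LPMPs, which can weaken this contrast, and it lies in batch 2 whereas PP lies in batch 3. Bmp4 (1.46), Ctsh (1.48), Ets1 (1.53) and Tbx4 (0.94) were called with a ComBat-type adjustment with covariates. Ctsh was called with an offset of 100 (1.31) and with cyclic loess normalisation (1.77), Mesp1 with cyclic loess normalisation (1.98), and Tbx4 without PP replicate 2 (1.46), whereas another probe of Tbx4 differed by -0.030. Mesp1 was called with the number of detected probes as a covariate (1.79), which was chosen after seeing the values and drops 0 of the 77 called contrasts.

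Over the stages, the change from E12.5 to E13.5 is stated to be the smaller of the main shifts. It had 2026 calls here, against 1095 from E8.5 to E9.5. The model took the spread as equal on all arrays, whereas the E13.5 replicates lay furthest apart of all regions (1.34). The paper's order was found with cyclic loess normalisation (620 and 693), with no batch term (555 and 1775), with a ComBat-type adjustment without (1344 and 1687) or with (3505 and 4919) covariates, and with the number of detected probes as a covariate (691 and 1615), which was chosen after seeing the values and drops 0 of the 77 called contrasts. Without E12.5 CNH replicate 2 (167) or E13.5 CNH replicate 2 (657), the count from E12.5 to E13.5 fell below 1095. Genes unique to single stages are stated to lie mainly at E8.5 and E10.5 and to be fewer at E13.5. They numbered 442 at E8.5, 1 at E10.5 and 160 at E13.5 here, and E13.5 had more than E10.5 under every alternative. Hox PG13 is stated to decline after E10.5. The mean of its 4 genes was 7.23 at E10.5 and highest at E12.5 (7.75). In the fitted means E10.5 was the higher of the 2 with cyclic loess normalisation (by 0.33), with a ComBat-type adjustment without covariates (by 0.082), without E12.5 CNH replicate 2 (by 0.017) and with the replicate number as a block.

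From NSB to E10.5 CNH, Lin28 is stated to fall and Wnt5b, Evx1, Il17rd and T to rise. Their differences of -1.70, 0.88, 0.79, 0.85 and 0.78 were not called. Lin28 was called with a ComBat-type adjustment without covariates (-3.64) and averaged over its probes (-1.95). Wnt5b was called without background correction (0.85), with an offset of 100 (0.83) and with a ComBat-type adjustment without (1.04) or with (0.88) covariates. Evx1 (1.18) and T (1.31) were called with a ComBat-type adjustment without covariates. Il17rd was called without background correction (0.87), with an offset of 100 (0.83), with cyclic loess normalisation (0.88), and with a ComBat-type adjustment without (1.55) or with (0.85) covariates. In the arrays of batch 1 alone all 5 were called, and Il17rd also with the number of detected probes as a covariate (0.88), both chosen after seeing the values, which drop 0 of 22 and 0 of 77 called contrasts.

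The paper describes the levels of the NotoP genes as stable over time. Of the 65 probes, 43 (66.2%) changed over the stages here, against 78.8% of the other probes called in either comparison that defines the set. Over all tested probes, 22.9% changed, a contrast in part built in by the choice of the set. The median range of the 65 probes was 1.86. It lay within that of matched sets of the other called probes (2.14, 95% of sets between 1.78 and 2.50). Etv2 is stated to be lower in these tissues. It differed by -0.25 between CNH and P-CNH and was not called there under any alternative. Sp6, stated to be lower as well, was lower with 2 of its 3 probes, and the third had a difference of 0.084.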

Other observations

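The test of visceral endoderm in the PP pools and the fit with the number of detected probes as a covariate were tests chosen only after the results were seen.

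Mnx1, which the paper describes by in situ hybridisation, had 6.72 ± 0.51 (SD, n = 5) in RN and NSB and was higher there than in CLE, St1 and St5 by 1.25 (SE 0.331, adjusted p = 0.0254). It was not called without background correction (0.65), with an offset of 100 (0.59), with cyclic loess normalisation (1.03), with no batch term (1.08), without a filter on detection (1.25), or without E8.5 St5 replicate 1 (1.21), St1 replicate 1 (1.25) or 2 (1.25), or RN replicate 1 (1.22) or 2 (1.27). E10.5 CNH differed from NSB by 0.55 (adjusted p = 0.907) and CNH from P-CNH by 0.36 (adjusted p = 1), neither of them called. The latter was -0.072 without E11.5 P-CNH replicate 1.

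With no batch term, 1406 probes were called between E11.5 and E10.5 CNH, which lie in different batches. Of these, 91.7% differed the same way between NSB replicate 3 and NSB replicates 1 and 2, which are the same tissue in different batches, against 73.8% (95% of sets between 71.6% and 76.0%) in sets of probes matched on mean intensity. The array batch is therefore a candidate explanation for many of these calls. The test rests on 1 array of NSB in batch 3. A change in the tissue between E10.5 and E11.5 stays open for the calls as a whole.

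Between E12.5 and E13.5 CNH, 2026 probes were called. E13.5 CNH replicate 2 has the fewest detected probes. Of the called probes, 86.5% differed the same way between arrays with fewer and with more detected probes of the same region (CLE replicate 2 minus 3 and E11.5 P-CNH replicate 1 minus 2), against 73.3% (95% of sets between 71.5% and 75.1%) in matched sets, so that the low number of detected probes may account for part of the calls. The count fell to 657 without this array, but also to 167 without E12.5 CNH replicate 2, which had 16011 detected probes, and rose to 6591 without E13.5 CNH replicate 1. With the number of detected probes as a covariate, 691 probes were called, of which 437 were among the 2026. A change in the tissue at E13.5 stays open. Another candidate explanation is surface ectoderm in the E13.5 pools. Its 5 genes had a median difference of 0.79 from E12.5 to E13.5 (range -0.37 to 2.17, 4 of 5 higher, fry, adjusted p = 0.0375), with none called singly in limma. Krt14 rose from 8.76 ± 0.33 (SD, n = 2) to 10.93 ± 0.26 (SD, n = 2), and Cldn4 from 9.28 ± 0.22 (SD, n = 2) to 10.51 ± 0.05 (SD, n = 2). E12.5 CNH also expressed 4 of these 5 genes, and no other list holds any of them. A larger share of ectoderm in the pool and a higher expression in the same cells were not told apart by this test. The list had already risen from E11.5 to E12.5 by 1.24 (4 of 5 higher, adjusted p = 0.00791, Trp63 called), where 49 probes were called.

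St5 had more unique probes than the other E8.5 regions. Blood cells in the St5 pools were tested as a source. The 7 blood genes had a median difference of -0.15 in St5 (range -0.50 to 0.01, 1 of 7 higher, fry, adjusted p = 0.726, none called singly in limma). St5 thus showed no excess of these genes over the mean of the other regions. That mean includes RN, where the list was higher (1.67), and CLE, where it was lower (-1.80). The named genes are globins and Alas2, so that other blood lineages were not covered and blood is not excluded. Surface ectoderm, which the paper expected in St5, was not tested there. Hba-a1 had 9.09 ± 1.12 (SD, n = 2) in St5, 9.36 ± 1.03 (SD, n = 3) in NSB and 10.86 ± 0.67 (SD, n = 2) in RN. St5 expressed 4 of the 7 genes on at least 1 array. The difference in region, which the design names, stays open.

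Of the probes uniquely lower in CLE, the paper names endoderm genes. Endoderm left out of the CLE pools was tested with a list of visceral endoderm genes, which had a median difference of -1.30 in CLE (range -4.20 to -0.59, 0 of 7 higher, fry, adjusted p = 0.0375, 1 called). Ttr had 5.20 ± 0.74 (SD, n = 3) in CLE, where it was not detected, 8.34 ± 0.61 (SD, n = 3) in NSB and 10.08 ± 0.33 (SD, n = 2) in RN, and Apoa1 had 6.32 ± 1.15 (SD, n = 3) in CLE. The other regions also expressed these genes, 7 of 7 on at least 1 array in RN. This is the direction that a smaller share of endoderm would give. The blood list was lower in CLE as well, by a median of -1.80 (1 of 7 higher, adjusted p = 0.0375, 1 called), with Hbb-bh1 at 5.43 ± 1.26 (SD, n = 3) in CLE and 10.71 ± 0.66 (SD, n = 2) in RN, so that the test may reflect a purer CLE pool in general rather than endoderm alone.

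Between St1 and CLE 23 probes were called and between St1 and NSB 309. A lower precision of the CLE arrays was tested as a candidate explanation. The mean squared difference less the part due to error was -0.177 for St1 against CLE and -0.0546 for St1 against NSB, and with 1 replicate left out the former lay between -0.306 and 0.000129. Both are at or under 0, so that this measure cannot tell the true size of these differences from the precision. Its error comes from 1 spread of each probe over all arrays. That is probably too large for the batch 1 arrays, where the St1 replicates lay 0.249 apart and the closest NSB pair 0.241. In simulated data, 31% of probes changed 4-fold between St1 and CLE were called.

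Higher in E8.5 NSB and lower in E10.5 CNH than in the mean of the other stages were 10 probes, and lower in NSB and higher in E10.5 CNH 9, with probes included that were also called at another stage. Counted only where called in that direction at no other stage, the overlaps were 6 and 0. These contrasts share arrays. In 100 simulations in which E9.5 to E13.5 had a common mean, the former overlap had a median of 0 and reached 3 at most and the latter 2 at most, which argues against the shared arrays as the source of these 19 probes. A reciprocal change in the tissue and an error of the batch term stay open, the latter untested.

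The NotoP set was compared with other splits of the same arrays, in a simpler model of the E8.5 arrays and of the CNH and P-CNH arrays, in which the real split gave 30 probes. Of 100 splits, the real one included, 1 gave a set as large, and the others gave 0. The splits moved single arrays rather than whole regions, so that replicates of a region could fall on both sides. Low counts are then largely built in, and the test cannot decide whether the 65 probes could arise by chance.

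In the E7.5 PP pools, visceral endoderm was tested as a candidate source of the genes higher in PP. Its 7 genes had a median difference of 1.46 between PP and P (range 0.71 to 3.57, 7 of 7 higher, fry, adjusted p = 0.0156, 2 called). Ttr had 13.11 ± 0.73 (SD, n = 2) in PP, 10.68 ± 0.15 (SD, n = 2) in P and 10.32 ± 1.76 (SD, n = 3) in A, and Apoa1 12.83 ± 0.73 (SD, n = 2) in PP and 10.86 ± 0.20 (SD, n = 2) in P. P also expressed 5 of these 7 genes. Afp and Rbp4 are in the set of 80 probes higher in PP, as is Xist, so that part of that set may come from endoderm or from the sex of the pooled embryos. A difference between the regions themselves stays open. Between P and A the median was 1.44 (5 of 7 higher, adjusted p = 0.0891, 1 called).

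The remaining tests of these lists gave a median of 1.67 for blood in RN against the other E8.5 regions (7 of 7 higher, adjusted p = 0.00975, 3 called), 2.09 for blood in CNH against P-CNH at E9.5 (7 of 7 higher, adjusted p = 0.00791, none called singly in limma), 0.40 at E10.5 (7 of 7 higher, adjusted p = 0.534, none called) and -0.76 at E11.5 (1 of 7 higher, adjusted p = 0.291, none called), 0.59 for visceral endoderm in St5 (6 of 7 higher, adjusted p = 0.192, none called), and -1.27 for surface ectoderm in CNH against P-CNH at E11.5 (1 of 5 higher, adjusted p = 0.0346, none called). The blood genes Hbb-b1 and Alas2 were among the probes higher at E13.5 than at E12.5. Of the transcripts linked to sex, Xist (7.58 to 11.13), Ddx3y (8.97 to 11.06) and Eif2s3y (6.63 to 9.67) were detected on 36 of 36 arrays and Uty on 27, so that each pool held transcripts of both sexes.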
